# Transcriptional dysregulation by a nucleus-localized aminoacyl-tRNA synthetase associated with Charcot-Marie-Tooth neuropathy

**DOI:** 10.1038/s41467-019-12909-9

**Published:** 2019-11-06

**Authors:** Sven Bervoets, Na Wei, Maria-Luise Erfurth, Shazie Yusein-Myashkova, Biljana Ermanoska, Ligia Mateiu, Bob Asselbergh, David Blocquel, Priyanka Kakad, Tyrone Penserga, Florian P Thomas, Velina Guergueltcheva, Ivailo Tournev, Tanja Godenschwege, Albena Jordanova, Xiang-Lei Yang

**Keywords:** Transcription, Diseases of the nervous system

## Abstract

Charcot-Marie-Tooth disease (CMT) is a length-dependent peripheral neuropathy. The aminoacyl-tRNA synthetases constitute the largest protein family implicated in CMT. Aminoacyl-tRNA synthetases are predominantly cytoplasmic, but are also present in the nucleus. Here we show that a nuclear function of tyrosyl-tRNA synthetase (TyrRS) is implicated in a *Drosophila* model of CMT. CMT-causing mutations in TyrRS induce unique conformational changes, which confer capacity for aberrant interactions with transcriptional regulators in the nucleus, leading to transcription factor E2F1 hyperactivation. Using neuronal tissues, we reveal a broad transcriptional regulation network associated with wild-type TyrRS expression, which is disturbed when a CMT-mutant is expressed. Pharmacological inhibition of TyrRS nuclear entry with embelin reduces, whereas genetic nuclear exclusion of mutant TyrRS prevents hallmark phenotypes of CMT in the *Drosophila* model. These data highlight that this translation factor may contribute to transcriptional regulation in neurons, and suggest a therapeutic strategy for CMT.

## Abstract (web summary)

Tyrosyl-tRNA synthetase (TyrRS) is a translation factor and predominantly cytoplasmic, but can also be found in the nucleus. Here authors show using a fly model of Charcot-Marie-Tooth (CMT) disease that nuclear localization of mutant TyrRS contributes to the CMT-like phenotype.

## Introduction

Charcot-Marie-Tooth (CMT) disease, also known as hereditary motor and sensory neuropathy, is the most common hereditary neuromuscular condition affecting 1 in 2500 individuals^1^. The disease is characterized by weakness and wasting of the distal limb muscles leading to progressive motor impairment, sensory loss, and skeletal deformities. CMT patients typically develop slowly progressive disability early in life, while there is no causal treatment available.

CMT is one of the most heterogeneous Mendelian disorders, with causal mutations in over 80 genes known so far. Notably, CMT gene products are implicated in diverse cellular pathways and their function related to the disease is not always apparent. A prominent example are aminoacyl-tRNA synthetases (aaRSs). With six members involved, they represent the largest family of proteins implicated in the etiology of peripheral neuropathies^2,3^. aaRSs are ubiquitously expressed enzymes catalyzing the charging of tRNAs with their cognate amino acids and are therefore indispensable for viability. The specific sub-population of neurons affected in CMT sharply contrasts with the broad requirement of aaRSs for protein biosynthesis, indicating that the impact of aaRSs in peripheral nerves may not be limited to protein translation.

In addition to their well characterized localization in the cytoplasm, aaRSs are detected in the nucleus of eukaryotic cells. While the early hypothesis was that nuclear aaRSs function in proofreading newly-synthesized tRNAs^4–6^, later findings suggest that they are involved in regulating a wide range of biological processes including vascular development, inflammation, and stress responses mainly due to their peculiar abilities to interact with the transcriptional machinery^7–9^. For example, we identified the nuclear localization signal in human tyrosyl-tRNA synthetase (TyrRS or YARS) and demonstrated its presence in the nucleus under oxidative stress to transcriptionally upregulate the expression of DNA damage response genes^8,10^. Overexpression of TyrRS strongly protects against UV-induced DNA damage in zebrafish, whereas restricting TyrRS nuclear entry abolishes this effect. The beneficial effect of nuclear TyrRS is mediated by activating the transcription factor E2F1.

Notably, TyrRS is one of the aaRSs causally linked to CMT disease. Five pathogenic dominant mutations have been reported so far, all of them located in the catalytic domain of the enzyme^11–13^. Three have been extensively characterized both in vitro and in vivo and the results show that a defect in aminoacylation activity is not a shared property (i.e., TyrRS-G41R is enzymatically inactive, while TyrRS-E196K is fully active, and TyrRS-Δ153-156VKQV has partial activity), suggesting that a simple loss of canonical function is not a prerequisite for the disease to occur^14^. Pathogenicity of these three mutations has been recapitulated in transgenic *Drosophila* models displaying progressive loss of motor abilities, electrophysiological neuronal dysfunction, and terminal axonal degeneration^15^. Flies expressing the enzymatically intact TyrRS-E196K mutant show comparable or, in some aspects, more pronounced features of neurodegeneration than flies expressing the aminoacylation compromised mutants, therefore indicating that a gain of toxic function or interference with a non-enzymatic function of the wild type (WT) protein is likely underlying the disease^15^.

In this study, we set out to investigate how this neurotoxic function is generated from a molecular perspective. Because neuronal identity and maintenance are largely controlled by transcriptionally regulated programs^16^, we further investigated whether the nuclear localization and function of TyrRS plays any role in the disease mechanism of CMT. We show that CMT-causing mutations in TyrRS induce unique conformational changes, provoking aberrant interactions. These interactions in the nucleus lead to transcription factor E2F1 hyperactivation. Furthermore, a broad transcriptional regulation network associated with wild-type TyrRS expression in *Drosophila* is disturbed when a CMT-mutant is expressed. Excluding mutant TyrRS from the nucleus using pharmacological and genetic approaches suppresses the CMT hallmark phenotypes of CMT in the *Drosophila* model. These data highlight that TyrRS may contribute to transcriptional regulation in neurons, and suggest a therapeutic strategy for CMT.

## Results

### Conformational changes and altered functionalities of TyrRS

In a previous work, we demonstrated that the three established CMT-causing TyrRS mutants (TyrRS-E196K, TyrRS-G41R, and TyrRS-Δ153-156VKQV) induce a conformational opening and expose a consensus area in the catalytic domain of the enzyme^17^ (Fig. 1a, b). In order to link this unique structural change to specific interactional and functional consequences related to CMT, we included two control mutants in this study. An alternative conformational change can be induced by a rationally designed mutation in the anticodon binding domain (Y341A) to expose a different area of the catalytic domain that is responsible for a “cytokine”-like activity of TyrRS^18^. Separately, an established benign polymorphism in the anticodon binding domain (K265N) was included, because it shows no toxicity of the protein in human or when overexpressed in *Drosophila* and we found that it does not trigger any conformational change^19^ (Fig. 1a, b).

**Fig. 1:**
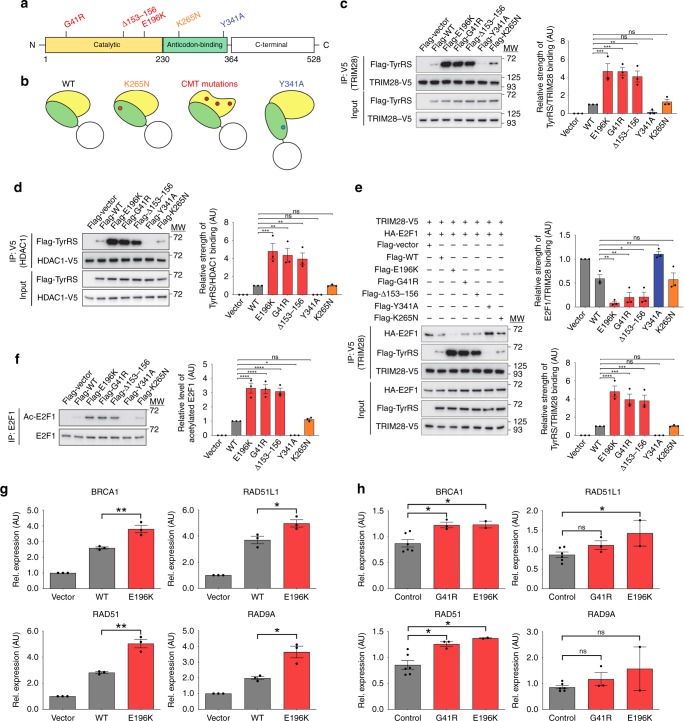
TyrRS mutations induce structural changes leading to aberrant transcription regulation. **a** Domain structure of human TyrRS and the location of the different mutations. Red indicates CMT-causing mutations, blue indicates the cytokine-activating Y341A mutation, and orange indicates the benign substitution K265N. **b** Schematic illustration of the conformational changes induced by the different mutations in TyrRS. **c, d** Interaction of TyrRS with TRIM28 (**c**) and HDAC1 (**d**) detected by Co-IP in HEK293T cells expressing different TyrRS proteins. **e** Immunoprecipitation of TRIM28 and the associated binding of E2F1 to the regulatory complex upon expression of different TyrRS alleles. **f** Acetylation levels of E2F1 after IP in HEK293T cells expressing TyrRS. One-way ANOVA with Dunnett Multiple Comparisons test. **g**, **h** Expression of E2F1 target genes (*BRCA1, RAD51, RAD51L1*, and *RAD9A*) in HEK293T cells expressing different TyrRS alleles (**g**), and patient-derived and control PBMCs (**h**). G41R (*n* = 3 individuals), E196K (*n* = 2 individuals), and control (*n* = 5 individuals). *n* = 3 independent biological replicates, unpaired *t*-test. Bar charts are presented as means ± s.e.m. Source data are provided as a Source Data file

Previously, we have found that nuclear TyrRS binds to the scaffolding protein TRIM28^8^. Together, they form a complex with the deacetylase HDAC1 in order to regulate the acetylation level and activity of transcription factors such as E2F1 (Supplementary Fig. 1a). To evaluate how different structural perturbations affect the TyrRS-TRIM28 interaction, we co-expressed the neurotoxic TyrRS mutants (TyrRS-E196K, TyrRS-G41R, and TyrRS-Δ153-156VKQV) or the controls (TyrRS-WT, TyrRS-K265N, and TyrRS-Y341A), together with TRIM28 in HEK293T cells. Our previous studies have suggested that the nuclear localization of TyrRS and its response to oxidative stress are shared among different cell types including HEK293T and motor neuron cells^8^. Immunoprecipitation of TRIM28 revealed co-purification of TyrRS-WT as expected. The CMT-causing mutations enhanced the cellular TyrRS-TRIM28 and TyrRS-HDAC1 interactions (Fig. 1c, d). In contrast, the TyrRS-Y341A mutation resulted in a reduction of the TyrRS-TRIM28/HDAC1 binding, consistent with our previous finding^8^, while the benign mutation had no effect on the binding properties, just like the TyrRS-WT protein (Fig. 1c, d). These results demonstrate that the CMT-causing mutants have specific binding properties due to its unique conformational change. We also evaluated the TyrRS-TRIM28 interaction in CMT patient derived peripheral blood mononuclear cells (PBMC) that express the mutant protein in the patients’ unique genetic background. The TyrRS-TRIM28 interaction does appear to be stronger in CMT patients’ PBMCs endogenously expressing either TyrRS-E196K or TyrRS-G41R mutant alleles (Supplementary Fig. 1b, c). However, the increase did not convey statistical significance given the small number of patient samples available.

Next, we tested if the strengthened TyrRS-TRIM28 interaction would affect the TRIM28/HDAC1 complex to bind its substrate transcription factors (e.g., E2F1) (Supplementary Fig. 1a). Indeed, a reduced TRIM28-E2F1 interaction was concurrent with the enhanced TyrRS-TRIM28 interaction in HEK293T cells expressing each of the three neurotoxic TyrRS alleles (Fig. 1e). As a result, E2F1 was alleviated from deacetylation by HDAC1, and E2F1 acetylation levels were increased (Fig. 1f). Contrarily, the TRIM28-E2F1 interaction was enhanced in cells expressing TyrRS-Y341A, leading to a decrease in E2F1 acetylation, while we observed no alterations when the K265N variant was expressed (Fig. 1e, f). These data further demonstrate that the uniquely altered binding properties of CMT mutants have a specific functional impact on their interacting partners.

### CMT-causing mutant TyrRS overactivates E2F1

Acetylation of E2F1 leads to its activation in human cells^20^. We examined the downstream effect of mutant TyrRS on four E2F1 transcriptional targets sensitive to nuclear TyrRS (*BRCA1*, *RAD51*, *RAD51L1*, *RAD9A*) in mammals^8^. RT-qPCR analysis in HEK293T cells revealed upregulation of these genes in response to TyrRS-E196K overexpression, which was significantly higher than the response to TyrRS-WT (Fig. 1g). Likewise, we observed a significant increase in E2F1-regulated transcription in CMT patients’ PBMCs endogenously expressing mutant TyrRS (Fig. 1h). This upregulation was not due to differences in TyrRS nuclear occupancy, as both HEK293T cells expressing TyrRS-WT or any of the three CMT mutants (G41R, Δ153-156VKQV, E196K), and patient derived PBMCs showed comparable presence of the protein in the nucleus (Supplementary Fig. 2a, b). Thus, via their aberrant interaction properties, CMT-causing mutants behave as hypermorphs regarding their effect on E2F1 activity in mammalian cells.

Next, we explored the relevance of TyrRS-mediated E2F1 overactivation in our *Drosophila* model for CMT. High expression of TyrRS-E196K in the retina of *Drosophila* (*GMR-Gal4* driver) is toxic and induces a mild rough eye phenotype. In contrast, low expression of TyrRS-WT or TyrRS-E196K shows no retinal disorganization^15^ (Fig. 2a–c), but serves as a sensitized background for testing TyrRS-genetic interactors. Expression of the fly orthologue of E2F1 (dE2F1), or its co-factor Dp alone, together with either TyrRS transgene had no effect on the retinal morphology (Fig. 2d–i). However, overexpression of dE2F1 together with Dp induced a rough eye on its own, which remained unaltered in the presence of TyrRS-WT (Fig. 2j, k). In contrast, co-overexpression with TyrRS-E196K aggravated the dE2F1-Dp retinal phenotype as quantified by the reduced eye size on top of the severe rough eye phenotype (Fig. 2l, Supplementary Fig. 3a). The phenotype aggravation is unlikely due to additive toxic effects, considering the lack of any morphological phenotypes upon low level of retinal TyrRS-E196K expression alone (Fig. 2c)^15^. Rather, the result is suggestive of a genetic interaction between TyrRS-E196K and the dE2F1-Dp complex in the fruit fly, consistent with our findings in mammalian cells.

**Fig. 2:**
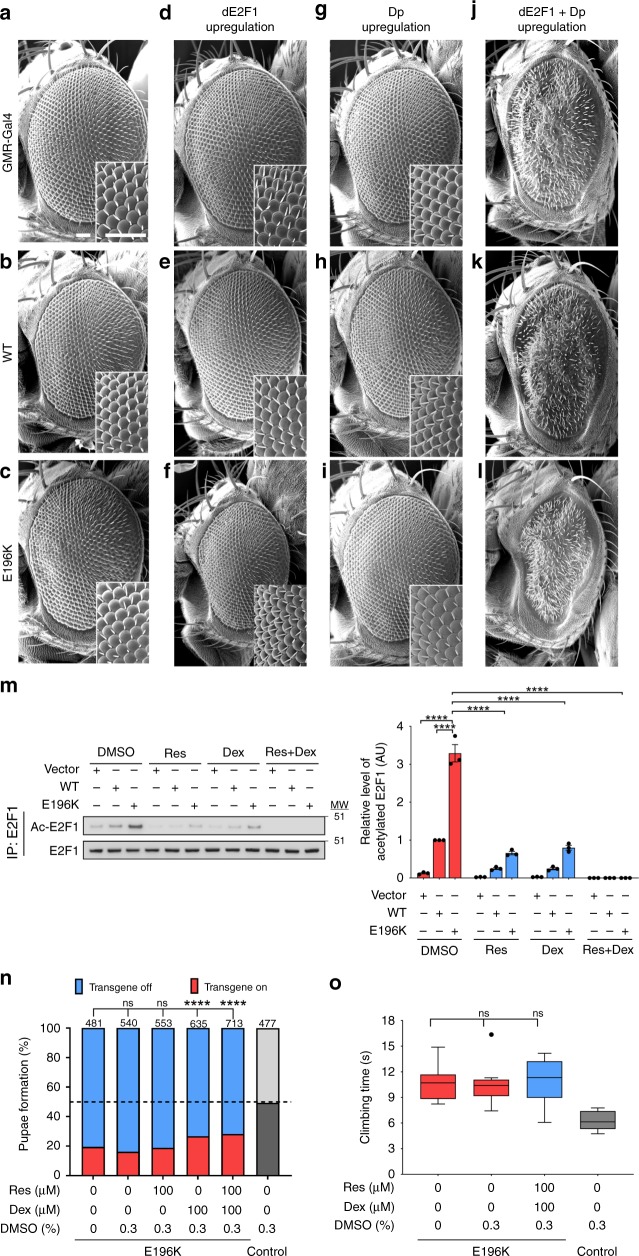
Modulation of E2F1 activity does not rescue disease hallmarks in the TyrRS *Drosophila* model. **a**–**c** Retinas of control flies (*GMR-Gal4>+*) (**a**), flies expressing TyrRS-WT (**b**), and TyrRS-E196K (**c**) do not display a rough eye phenotype. **d**–**l** Retinas of flies with a control or TyrRS background that overexpress dE2F1 (**d**–**f**), Dp (**g**–**i**), and the combination of both transcription factors (**j**–**l**). Scale bars, 50 µm. **m** Acetylation of E2F1 after activators of Sirtuin1 (resveratrol (Res)) and HDAC1 (dexamethasone (Dex)) were administered to HEK293T cells expressing different TyrRS alleles. *n* = 3 independent biological replicates, one-way ANOVA with Dunnett Multiple Comparisons test. Bar charts are presented as means ± s.e.m. **n** Pupae formation as an indicator of developmental lethality when *Drosophila* ubiquitously expressing (*Act5C-Gal4*) TyrRS-E196K were grown on resveratrol or dexamethasone. Res and Dex were dissolved in 0.3% DMSO (42 mM). Number of counted flies (*n*) are indicated above the chart, *χ*^2^-test. **o** Climbing performance of flies pan-neuronally expressing (*nSyb-Gal4*) TyrRS-E196K when grown on food containing a combination of resveratrol and dexamethasone. Res and Dex were dissolved in 0.3% DMSO (42 mM). *n* ≥ 10 independent groups of flies, one-way ANOVA with Dunnett Multiple Comparisons test. Box plots show the median, 25–75% percentiles, and 1.5 interquartile range. Source data are provided as a Source Data file

### Inhibition of E2F1 does not rescue TyrRS neurotoxicity in *Drosophila*

The overactivation of E2F1 is dependent on its acetylation and may be modulated by activators of known E2F1 deacetylases such as Sirtuin 1 (SIRT1) and HDAC1^21,22^. Indeed, treating HEK293T cells expressing TyrRS-WT or TyrRS-E196K with the HDAC1 activator dexamethasone^23^ or SIRT1 activator resveratrol^24^ resulted in reduced acetylation levels of E2F1, and the combination of both compounds had a synergistic effect (Fig. 2m). Notably, both drugs affect E2F1 through SIRT1 and HDAC1 specifically, as treatment with either of them in the absence of HDAC1 or SIRT1 (shRNA mediated knockdown) no longer had an effect on E2F1 acetylation (Supplementary Fig. 3b, c).

The success in using dexamethasone and resveratrol to inhibit E2F1 acetylation *in cellulo* encouraged us to test these compounds in our *Drosophila* CMT model. Ubiquitous expression (*Act5C-Gal4* driver) of the TyrRS-E196K allele induces lethality, as flies have reduced eclosion and pupae formation rates^15,19^. This developmental phenotype is amendable for drug screening and therefore we raised the mutant flies on food containing 100 µM dexamethasone, resveratrol, or both. A small but significant increase in pupae formation was observed upon feeding dexamethasone or the combination of both drugs (Fig. 2n). We then investigated the pharmaceutical effect on the locomotor behavior of the treated flies. Pan-neuronal (*nSyb-Gal4* driver) expression of TyrRS-E196K induces severe motor phenotype, which mimics the motor impairment present in the CMT patients, as flies have difficulties climbing a vertical wall^15,25^. No improvement of this climbing deficit was observed upon administration of resveratrol and dexamethasone (Fig. 2o and Supplementary Fig. 3d). Thus, pharmacological inhibition of E2F1 slightly reduces the overall toxicity of TyrRS-E196K, however it is insufficient to rescue the CMT-related phenotypes in *Drosophila*. Due to technical difficulty in detecting E2F1 acetylation in *Drosophila* tissues, we cannot rule out the possibility that the used drugs were not efficient in suppressing E2F1 in the animal. Alternatively or additionally, we speculate that this negative result indicates the neurotoxic effect of the mutant is broader than E2F1 overactivation.

### TyrRS-specific regulatory network altered by a CMT mutant

Next to TRIM28 and HDAC1, our earlier proteomic studies identified a number of additional nuclear proteins as potential interacting partners of TyrRS-WT in non-neuronal mammalian cells^8^. To assess the full spectrum of downstream effects triggered by TyrRS and its aberrant interactions, we performed expression profiling on whole brains of control (*nSyb-Gal4>+*)*, TyrRS-WT*, and *TyrRS-E196K* flies that were aged for 10 days. 

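The deposited RNA-seq data cover 17 brain libraries of flies aged 10 days, with 3 libraries each for control, TyrRS-WT and TyrRS-WT ∆NLS and 4 each for TyrRS-E196K and TyrRS-E196K ∆NLS. The nSyb-Gal4 driver expresses the transgenes in all neurons, and the ∆NLS proteins carry a disrupted nuclear localization signal; the sample labels write NLS for these genotypes where the paper writes ∆NLS. According to the paper's methods, flies carried 2 copies of the TyrRS-WT or TyrRS-WT ∆NLS transgene, 1 copy of TyrRS-E196K or 3 copies of TyrRS-E196K ∆NLS, so the number of transgene copies changes together with the genotype. One TyrRS-WT ∆NLS library is numbered 18 in the labels and 19 in the table, and the methods list a library 18 of this genotype among the removed outliers; its column was used as a TyrRS-WT ∆NLS library without a replicate number. The authors trimmed the reads, mapped them to the BDGP6 genome with Tophat and counted them per gene with HTSeq, and the counts are not normalized. Counts assigned to genes ranged from 29380481 to 41859207 per library in control (median 37036266), from 44673144 to 46789431 in TyrRS-WT (median 46157921), from 48288399 to 56030758 in TyrRS-WT ∆NLS (median 51923217), from 41070861 to 49770268 in TyrRS-E196K (median 44542132) and from 45508624 to 55485321 in TyrRS-E196K ∆NLS (median 49677010). The control group had the lowest median and the widest range relative to it. The paper's methods give the number of raw reads before mapping, and all values here use the counts on genes. Replicates of the same genotype differed by more than sampling noise in every pair, with a chi-square of 59.6 to 139.3 per gene, so each library was counted as its own replicate.

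Differential expression was computed with edgeR's quasi-likelihood test on the 16163 genes with a non-zero count in at least 1 library, with TMM normalization and all 17 libraries in one fit, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. The methods describe sequencing in 2 batches of 10 samples and a batch factor in the authors' DESeq2 design. The paper's text does not name the batch of each library, so the factor was not included. Expression is given as CPM, the count scaled to the TMM-adjusted library size, with the SD between libraries. The human TyrRS transcript is not a feature of the fly annotation and was not measured. The fly's own TyrRS gene (Aats-tyr, FBgn0027080) lies on chromosome 3L from 16417349 to 16419302 in BDGP6. It was at 46.1 ± 4.94 CPM (SD, n = 3) in control, 53.2 ± 8.67 (SD, n = 3) in TyrRS-WT and 53.2 ± 2.46 (SD, n = 4) in TyrRS-E196K, and neither of these genotypes differed from control (adjusted p = 0.545 and 0.343 from edgeR). In TyrRS-E196K ∆NLS it was at 62.1 ± 7.25 CPM (SD, n = 4), a log2 fold change of 0.43 (adjusted p = 0.0415 from edgeR), and this call was made in 13 of 23 alternative fits.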

We opted to study the TyrRS-E196K mutant protein as it does not interfere with the aminoacylation function of the protein and induces the strongest phenotypes in most *Drosophila* assays^14,15^. In the transcriptome of TyrRS-WT overexpressing flies, 707 genes were differentially expressed compared to the genetic control (*nSyb-Gal4>+*) (Fig. 3a). These genes were associated with protein folding, cellular stress response, among others, as suggested by the gene ontology (GO) analysis (fgsea^26^), see Supplementary Table 1. 

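In the edgeR fit, 371 of 16163 genes differed between TyrRS-WT and control, of which 204 were higher and 167 lower in TyrRS-WT. DESeq2's Wald test on the same counts moved this number most and called 770 genes, 355 of them among the 371. With each of the 17 libraries left out in turn the number ranged from 203 to 398, and 136 of the 371 genes were called in every one of these fits. With the replicate number as a block 358 genes were called, although libraries with the same number did not deviate together (mean correlation of their deviations from the group means -0.32, against 0.161 for other pairs).

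Hsc70-2 (FBgn0001217, chromosome 3R from 13044759 to 13047388 in BDGP6) was at 65.1 ± 5.70 CPM (SD, n = 3) in TyrRS-WT and 0.124 ± 0.11 (SD, n = 3) in control, a log2 fold change of 8.897 (standard error 0.57, adjusted p = 9.65e-07 from edgeR). The next gene on the chromosome, CG31157, begins 0.3 kb from its end and rose by 6.37 on the log2 scale (standard error 0.70). Cyp12d1-d was at least 49.6-fold higher in TyrRS-WT, since no control library held more than 1 of its reads, and its call was lost in 1 of 23 alternative fits. Its reads could be split with those of its close copy Cyp12d1-p, whose log2 fold change was 1.80 (adjusted p = 0.36 from edgeR). A gene labelled dpr21 in Fig. 3a is listed as CG42596 in the table and had a log2 fold change of 0.82. CG6654 lies on chromosome 3R from 15211277 to 15213658 and fell from 91.6 ± 2.79 CPM (SD, n = 3) in control to 20.6 ± 0.277 (SD, n = 3), a log2 fold change of -2.16 (standard error 0.11, adjusted p = 1.19e-09 from edgeR). The non-coding RNAs CR45973 and CR45600 had the largest falls among genes with a mean of at least 1 CPM (log2 fold changes of -6.12 and -4.67), followed by GILT3 at -3.21. CR45600 and CG6912 lie on the same strand and overlap at their ends, so reads there cannot be assigned to either. Among the other genes labelled in Fig. 3a, phr changed by -2.94, CG6912 by -2.69, CG4210 by -1.44, AstC-R1 by -1.16 and Ady43A by -0.96, while Tep4 changed by 2.62, CG14024 by 1.44, CG34376 by 1.32 and CG10737 by 1.30 on the log2 scale. All of these genes passed the threshold in each of 23 alternative fits. CG13978 was called as well, with a mean of 0.349 CPM over all libraries. Apart from CR45973, each fall named here was also present in every ∆NLS library. For phr these were at 2.137 to 3.686 CPM, against 24.662 to 32.733 in control. CR45973 was low in TyrRS-WT ∆NLS but near control in TyrRS-E196K ∆NLS. Tep4 and CG42596 were above control in every ∆NLS library as well, while CG14024, CG34376, CG10737, Hsc70-2 and Cyp12d1-d overlapped control in both ∆NLS genotypes. The difference in Hsp70Ba could not be told from the spread between libraries (0.714 ± 0.918 CPM, SD, n = 3, in TyrRS-WT and 0.121 ± 0.045, SD, n = 3, in control; adjusted p = 0.161 from edgeR), with 1 TyrRS-WT library far above the other 2. Hsp70Ba has near-identical copies in the genome whose reads the counting could have split or discarded.

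**Figure D1:**
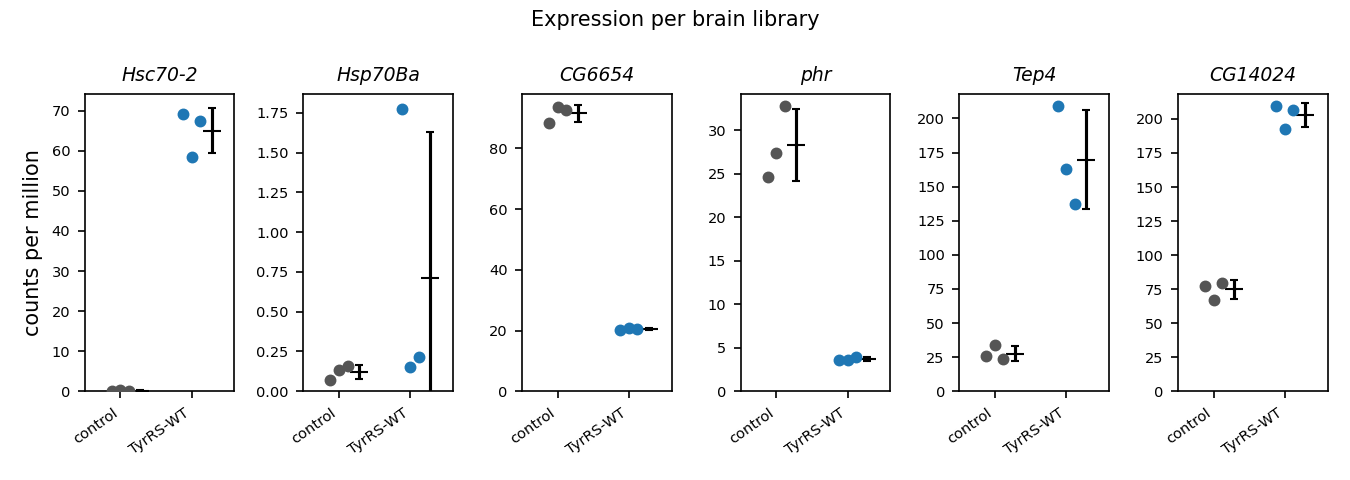
CPM of 6 genes labelled in Fig. 3a in the 3 control and 3 TyrRS-WT libraries, 1 point per library, on linear axes from 0 that differ between genes; the bar beside each group is the mean with its SD, and the lower end of the Hsp70Ba bar falls below the axis. The libraries of both genotypes are apart for Hsc70-2, CG6654, phr, Tep4 and CG14024, while for Hsp70Ba a single TyrRS-WT library stands above the rest.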

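Gene lists for these processes were written by hand from known gene functions, because the paper's ontology tables were not used here. Ranked by the log2 fold change between TyrRS-WT and control, 53 protein folding genes had a normalized enrichment score of 1.75 in fgsea's gene permutation test (adjusted p = 0.00132 over 8 tests), and 31 genes of the response to heat had a score of 1.80 with the same adjusted p. Both lists passed the threshold under each of 25 alternatives, limma's camera test included (adjusted p = 0.0229 and 0.0149), and the scores with the replicate number as a block were 1.78 and 1.86. The test permutes genes, so it describes these libraries. Most genes of both lists were higher in TyrRS-WT, but whether a few genes with large changes carry the scores was not tested. Of the protein folding genes 38 were higher in TyrRS-WT, with a median log2 fold change of 0.07 over the whole list, but only 2 were called as higher and 0 as lower. Of the heat response genes 25 were higher, with a median of 0.38 over the list, and 1 was called in each direction.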

Transcription factor (TF) predictions (iRegulon^27^) of both upregulated and downregulated genes identified shared regulatory sequences (E-score >2.5) among the TyrRS-WT regulated genes that are recognized by 38 unique TFs (Supplementary Table 2). 

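The motif predictions were not recomputed, so the levels of the factors' own transcripts and of known targets are given. E2f1 (FBgn0011766, chromosome 3R from 21620304 to 21660871 in BDGP6) was at 98 ± 8.86 CPM (SD, n = 3) in TyrRS-WT and 103 ± 19.3 (SD, n = 3) in control, and its partner Dp was at 98.7 ± 0.864 and 97.9 ± 2.46 CPM. The gene gem (FBgn0050011, chromosome 2R from 10124293 to 10137472) was at 722 ± 40.1 CPM (SD, n = 3) in TyrRS-WT and 796 ± 127 (SD, n = 3) in control. None of these 3 transcripts differed between the genotypes (adjusted p = 0.871, 0.997 and 0.657 from edgeR). In a hand-written list of 48 E2F target genes, 4 were higher in TyrRS-WT than in control, with a median log2 fold change over the list of -0.27. Only spn-A was called, as lower, both when adjusting over all genes and over the list alone, and 6 of the 48 genes had an unadjusted p-value under 0.05.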

Among them was dE2F1, which was in agreement with our previous results, as well as gem, the *Drosophila* orthologue of TFCP2, a protein identified as an interaction partner of TyrRS in the nucleus of HEK293T cells^8^ (Fig. 3b). Thus, the overexpression and the nuclear presence of TyrRS-WT is associated with a network of genes regulated by a multitude of TFs.

**Fig. 3:**
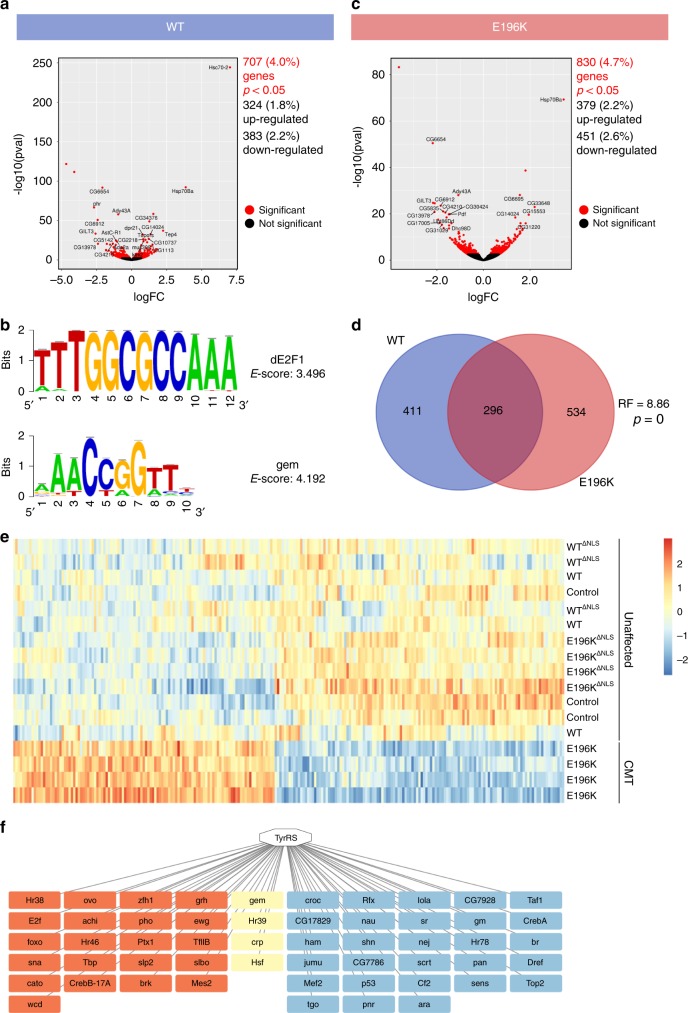
Mutant TyrRS induces broad transcriptional changes in *Drosophila* brain tissues. **a** Volcano plot of log2 fold change versus mean comparing the TyrRS-WT (*nSyb>TyrRS-WT*) with the control condition (*nSyb>+*). **b** Enriched motifs for the dE2F1 and gem transcription factors identified in the upregulated and downregulated genes of the TyrRS-WT condition, respectively. E-score, enrichment score. **c** Volcano plot of log2 fold change versus mean comparing the TyrRS-E196K (*nSyb>TyrRS-E196K*) with the control condition. **d** Venn diagram displaying the overlap between TyrRS-WT and TyrRS-E196K differentially expressed genes. RF, representation factor. *p*, associated probability. **e** Heat map of top 151 differentially expressed genes in the TyrRS-E196K specific 415-gene cluster from brains of *Drosophila* pan-neuronally (*nSyb-Gal4*) expressing the indicated transgenes. High expression is shown in red and low expression is shown in blue (*z*-scores). **f** TFs identified in the TyrRS-E196K specific gene cluster. TFs associated with the downregulated genes are depicted in blue and those associated with the upregulated set are shown in red. The overlapping TFs are indicated in yellow

Next, we investigated the implications of expressing the TyrRS-E196K mutant on the transcriptome of *Drosophila*. 

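Between TyrRS-E196K and control, 1027 of 16163 genes differed in the edgeR fit, with 490 higher and 537 lower in TyrRS-E196K. Leaving out control replicate 3 moved this number most in proportion, to 440, and DESeq2's Wald test most in genes, to 1627. Over the 17 fits that each left out 1 library it ranged from 440 to 1072. In each of those fits 371 of the 1027 genes were called.

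CG33648 (FBgn0053648, chromosome 2L from 14524312 to 14525656 in BDGP6) was at 1.71 ± 0.247 CPM (SD, n = 4) in TyrRS-E196K and 0.108 ± 0.06 (SD, n = 3) in control, a log2 fold change of 4.02 (standard error 0.42, adjusted p = 8.36e-06 from edgeR). CG15553 had a log2 fold change of 2.92 (standard error 0.31) and CG31220 of 3.38 (standard error 0.37). The gene Pdf, which encodes the neuropeptide pigment-dispersing factor (FBgn0023178, chromosome 3R from 26455462 to 26456141), fell from 200 ± 41.2 CPM (SD, n = 3) in control to 50.5 ± 5.45 (SD, n = 4), a log2 fold change of -1.99 (standard error 0.13, adjusted p = 1.96e-08 from edgeR). Other falls were -1.82 for Ugt86Dd, -1.48 for CG30424, -2.43 for CG5835, -1.88 for Dhc98D, -4.15 for CG17005 and -4.75 for CG31029, the last of these with a mean of 0.241 CPM over all libraries. CG6654, CG6912, GILT3, CG4210, CG13978 and Ady43A, which were lower in TyrRS-WT, were lower here too, with log2 fold changes of -2.22, -2.50, -2.97, -1.81, -4.01 and -1.20, and CG14024 was higher by 1.24. The largest rises among genes with a mean of at least 1 CPM were those of Cyp12d1-d, at least 30.6-fold higher than in control, Hsp70Bb (log2 fold change 4.97) and gwl (4.70), and the largest falls were those of CR45600 (-4.95), CG17005 and CG13488 (-3.05). Hsp70Bb was higher than in control in all 4 transgenic genotypes, and its reads could be split among near-identical copies. Dhc98D was at 1.518 to 2.273 CPM over all transgenic libraries, against 5.683 to 7.243 in control, and CG31029 at 0 to 0.187 against 0.777 to 1.318. CG31220 was at 1.049 to 2.417 CPM over the transgenic libraries, against 0.053 to 0.283 in control. CG5835 and CG17005 were also below control in every transgenic library. Ugt86Dd was not lower in TyrRS-WT, but every library of both ∆NLS genotypes was below control. It was at 9.037 to 14.646 CPM in TyrRS-WT ∆NLS and 13.627 to 19.109 in TyrRS-E196K ∆NLS, against 29.505 to 45.008 in control. CG30424 was lower in TyrRS-E196K only. Each gene named so far passed the threshold in 23 of 23 alternative fits. Hsp70Ba was not higher than in control (0.073 ± 0.046 CPM, SD, n = 4, against 0.121 ± 0.045, SD, n = 3; adjusted p = 0.725 from edgeR), with at most 7 reads in any library of these 2 genotypes.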

A total of 830 differentially expressed genes were identified, compared to the genetic control condition (Fig. 3c). 

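With the genes ranked by log2 fold change between TyrRS-E196K and control, the hand-written list of 31 heat response genes had a normalized enrichment score of 1.59 in fgsea's gene permutation test (adjusted p = 0.0207 over the 8 tests). It passed the threshold under 19 of 25 alternatives, with adjusted p-values from 0.00636 to 0.743, the last from limma's camera test. Of these genes 16 were higher in TyrRS-E196K, with a median log2 fold change of 0.0 over the list, and 1 was called as higher and 1 as lower. Whether a few genes with large changes carry the score was not tested. A list of 36 genes of integrin signaling scored 1.04 (adjusted p = 0.66 from the permutation test, 0.02 to 1 over the alternatives), and 2 of the 25 alternatives passed the threshold, one of them limma's camera test. The median log2 fold change of all 36 genes was 0.10, and 28 of them were higher in TyrRS-E196K, 3 of which were called. The 53 protein folding genes scored 0.954 (adjusted p = 0.723 from the permutation test), and 18 of them were higher in TyrRS-E196K.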

GO analysis revealed an enrichment for processes such as neuromuscular synaptic transmission, cellular response to heat, integrin mediated signaling, and protein folding (Supplementary Table 3). A significant overlap was observed between the transcripts differentially expressed in the brains of mutant versus wild-type flies (Fig. 3d). 

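Of the genes called against control, 227 were called in both genotypes, 144 in TyrRS-WT only and 800 in TyrRS-E196K only. Among the shared genes 122 were higher in both and 103 lower in both, and 2 moved in opposite directions. These 2, named after their values were seen, are Ilp3, which rose in TyrRS-WT and fell in TyrRS-E196K, and CG3857, which did the reverse. From the sizes of both lists 23.6 shared genes would be found by chance, a representation factor of 9.63 (exact hypergeometric test, one-sided, p = 1.82e-180). Both lists were called against the same 3 control libraries, so they are not independent, as the number by chance and the test assume. Of 100 splits of the libraries only the real one gave as many shared genes, but the largest other number was 217. Of the 225 shared genes that moved in the same direction, 110 were also called, in that direction, in both ∆NLS genotypes against control. With only the libraries of the 2 genotypes compared in each fit, 124 genes were shared, and with DESeq2's Wald test 487. Over the alternatives the representation factor ranged from 6.127, with genes kept by filterByExpr, to 19.876, without control replicate 3. With the replicate number as a block 214 genes were shared.

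**Figure D2:**
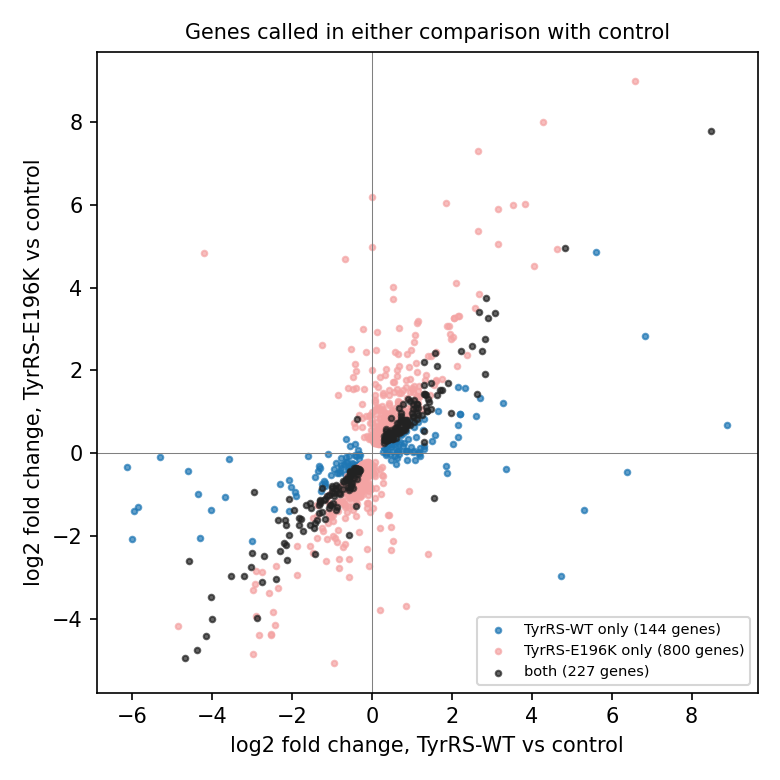
Log2 fold change of each gene called against control in TyrRS-WT (horizontal axis) and in TyrRS-E196K (vertical axis), 1 point per gene, with genes called in both genotypes in black. The 227 genes called in both lie close to a rising line through the origin, apart from 2 genes of opposite direction.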

While GO terms overlap between both conditions, there were some distinct differences (Supplementary Fig. 4a and Supplementary Table 4). Of note was the enrichment of neuromuscular synaptic transmission in the E196K condition (Supplementary Fig. 4a).

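A hand-written list of 62 genes of neuromuscular synaptic transmission stood in for the ontology term. It scored 0.486 in fgsea's gene permutation test for TyrRS-E196K against control and -0.773 for TyrRS-WT against control (-0.63 with the replicate block), and neither score passed the threshold (permutation test, adjusted p = 1 for both). Over the 25 alternatives the lowest adjusted p-values of the permutation or camera tests were 0.719 and 0.176. In TyrRS-E196K 34 of the 62 genes were higher than in control, with a median log2 fold change of 0.04 over all of them, and 0 genes of the list were called in either genotype. The sign of both scores depended on single control libraries: without control replicate 3 the TyrRS-E196K score was -0.536, and without control replicate 1 the TyrRS-WT score was 0.647.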

In addition, weighted gene co-expression network analysis^28^ identified one cluster (out of 39 in total) of 415 genes that were co-regulated in a unique manner in the TyrRS-E196K expressing flies only (Fig. 3e, Supplementary Fig. 4b). 

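In place of the co-expression network, which was not rebuilt, genes were counted that differed between 1 genotype and each of the 4 others, always in the same direction. By this rule 43 genes were specific to TyrRS-E196K, against 32 for TyrRS-WT, 7 for TyrRS-WT ∆NLS, 84 for TyrRS-E196K ∆NLS and 110 for control. In every one of the 17 fits that left out a library, 19 of the 43 genes were specific to TyrRS-E196K, and the number found in these fits ranged from 29 to 45. With an adjusted p-value under 0.1 in place of 0.05 the rule gave 67 genes, and with DESeq2's Wald test 84, while the fit with the replicate number as a block gave 38. On simulated counts with 200 changed genes, the rule recovered 70% of the genes changed by exactly 2-fold and 19% of those changed less, and made 0 false calls. The other genotypes were simulated without differences among them, so this cannot give the rate of false calls in the real libraries.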

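Of the 43 genes specific to TyrRS-E196K by the pairwise rule, 18 were higher and 25 lower than in each other genotype. Among the higher genes, CG33648 differed by 3.49 on the log2 scale from TyrRS-WT, 4.12 from TyrRS-WT ∆NLS and 4.52 from TyrRS-E196K ∆NLS, beside its difference from control. The log2 differences of gwl from these genotypes were 5.37, 4.35 and 2.93, and those of CG15553 were 2.79, 3.60 and 3.71. Among the lower genes, the log2 differences of Pdf from TyrRS-WT, TyrRS-WT ∆NLS and TyrRS-E196K ∆NLS were -1.42, -1.64 and -1.70, those of CG30424 were -1.88, -1.73 and -2.04, and those of CG5835 were -1.01, -0.85 and -0.79. The 43 genes lie on 5 chromosome arms, with 16 on 2R, 12 on 3R, 7 on 2L, 6 on 3L and 2 on X.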

In this cluster, 227 and 188 genes were upregulated or downregulated, respectively, and the dysregulation of selected candidates was confirmed by RT-qPCR (Supplementary Table 5). iRegulon analysis predicted 53 TFs regulating this gene set (Fig. 3f and Supplementary Table 6). One of the TFs associated with the upregulated genes was dE2F1, for which we already demonstrated experimentally its enhanced activity in a CMT-background and the mechanism behind. 

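In TyrRS-E196K 7 of the 48 E2F target genes were higher than in control, with a median log2 fold change of -0.23 over all 48. Of these 0 were called as higher and spn-A was called as lower, as it was in TyrRS-WT and TyrRS-E196K ∆NLS but not in TyrRS-WT ∆NLS. Against TyrRS-WT 30 of the 48 were higher, with a median over all of 0.09 and 0 calls. Against TyrRS-E196K ∆NLS 6 were higher, with a median over all of -0.25, stg was called as lower and 18 had an unadjusted p-value under 0.05. The E2f1 transcript itself was at 94.3 ± 5.67 CPM (SD, n = 4) in TyrRS-E196K (adjusted p = 0.563 against control from edgeR). Its log2 fold change was -0.12, and 0.02 without control replicate 1, so its direction depended on that library. The E2F list was not drawn from the paper's cluster and E2F1 acetylation was not measured, so these values test neither the motif prediction nor the acetylation result.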

Fourteen of the predicted TFs (including dE2F1) were common to both TyrRS-E196K and TyrRS-WT conditions (Supplementary Fig. 4c). This overlap is higher than expected by chance, suggesting that part of the transcript dysregulation observed in the mutant flies is tied to the activity of the WT TyrRS. 

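The transcripts of 53 transcription factors drawn in Fig. 3f were followed as a set, by count, since the motif scores behind them were not recomputed. Between TyrRS-E196K and control 34 of the 53 were higher (median log2 fold change of all 53 genes 0.09) and 2 were called, Hr39 as higher and achi as lower, while 12 had an unadjusted p-value under 0.05. Against control, achi was also called as lower in each of the other 3 transgenic genotypes and Hr39 as higher in TyrRS-E196K ∆NLS. The same count of 2 resulted when adjusting over the 53 genes alone. Between TyrRS-E196K and TyrRS-WT 36 were higher, 0 were called and 5 had an unadjusted p-value under 0.05. The data measure the abundance of these factors' transcripts and not their activity on target genes. The names Hr39 and achi were chosen after their values were seen.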

Notably, 39 additional TFs were linked to the TyrRS-E196K activity only and their function was associated with dendrite morphogenesis, neuronal development and glucose metabolism, among others (Supplementary Table 7) (DAVID^29,30^). This suggests that the transcriptional impact of the CMT-mutant also has a neomorphic component. 

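The direct comparison of TyrRS-E196K with TyrRS-WT gave 262 genes past the threshold, 111 of them higher and 151 lower in TyrRS-E196K. Over the 17 fits that each left out 1 library the number ranged from 154 to 280, and 119 of the 262 genes were called in all of them. With the replicate number as a block 203 genes were called; the deviations of same-numbered libraries had a mean correlation of -0.121, against 0.04 for other pairs. The genotypes also differ in the number of transgene copies, while the paper reports comparable expression of the transgenes, slightly lower for TyrRS-WT ∆NLS. From the transcription factors common to both genotypes, the paper proposes that part of the dysregulation in mutant flies is tied to the activity of the wild-type protein, and from those linked to TyrRS-E196K alone it proposes that the mutant adds an effect the wild-type protein does not have.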

Overall, our transcriptome analysis indicates that the CMT-mutant TyrRS affects not only E2F1 but could have a broader impact on the transcriptional landscape in the neurons of the *Drosophila* model.

### Inhibition of nuclear TyrRS import alleviates neurotoxicity

In order to demonstrate that the dysregulation in the nucleus by the CMT-mutant is linked to the disease mechanism and knowing that this dysregulation involves multiple genes and associated TFs, we applied a general strategy for alleviating the TyrRS neurotoxicity via inhibiting its nuclear import both genetically and pharmacologically. Nuclear localization of TyrRS is promoted by acetylation, which is mediated by the p300/CBP associated factor (PCAF)^31^. Thus, we attempted to exclude TyrRS from the nucleus using PCAF inhibitors, such as embelin^32^. HEK293T cells showed a dose-dependent reduction in nucleus-localized TyrRS upon titration of embelin (Fig. 4a). These results were confirmed in our *Drosophila* model for CMT, as titration of embelin reduced the nuclear localization of TyrRS (Fig. 4b).

**Fig. 4:**
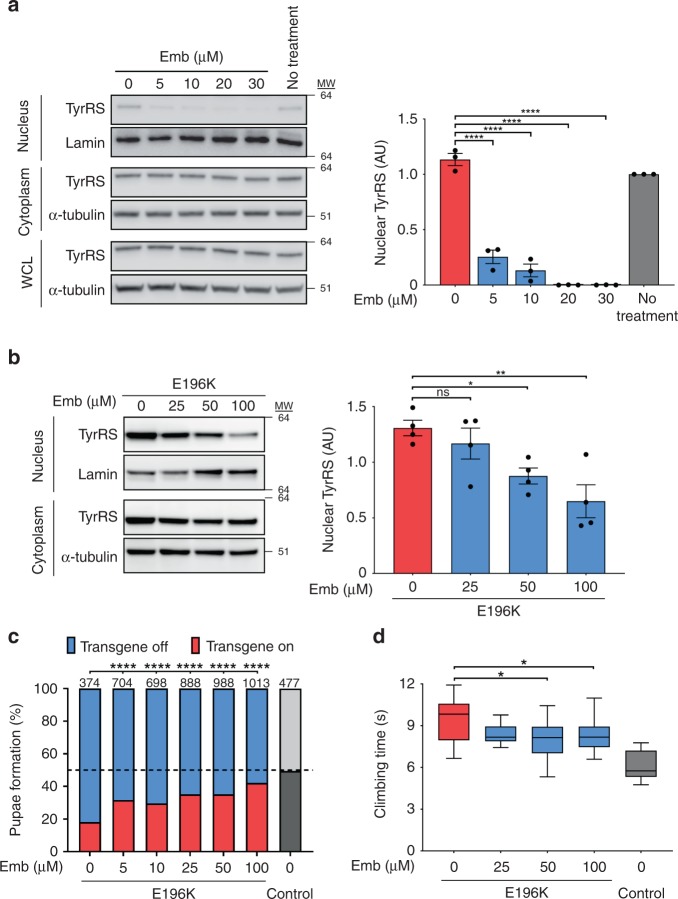
Pharmaceutical exclusion of TyrRS from the nucleus partially rescues the toxicity of TyrRS mutants. **a, b** Subcellular localization of TyrRS after treatment with different concentrations of embelin (Emb) in HEK293T cells (14 mM DMSO) (**a**) and in flies pan-neuronally (*nSyb-Gal4*) expressing TyrRS (42 mM DMSO) (**b**). Emb was dissolved in DMSO, which has no effect on TyrRS nuclear localization. α-Tubulin and Lamin served as cytoplasmic and nuclear markers, respectively. *n* ≥ 3 independent biological replicates, one-way ANOVA with Dunnett Multiple Comparisons test. Bar charts presented as means ± s.e.m. **c** Pupae formation of *Drosophila* ubiquitously (*Act5C-Gal4*) expressing TyrRS-E196K after administration of different concentrations of embelin. Emb was dissolved in 0.3% DMSO (42 mM). Percentages indicate ratio of pupae expressing the TyrRS transgene or not. Dashed line, expected 50:50 pupation rate in the control condition (no transgene). Number of counted pupae (n) are indicated above the chart *χ*^2^-test. **d** Climbing performance of flies pan-neuronally (*nSyb-Gal4*) expressing TyrRS-E196K raised on food containing Emb, dissolved in 0.3% DMSO (42 mM). *n* ≥ 10 independent groups of flies. One-way ANOVA with Dunnett Multiple Comparisons test. Box plots show the median, 25–75% percentiles, and 1.5 interquartile range. Source data are provided as a Source Data file

We utilized the previously described developmental lethality assay to investigate the effect of embelin on TyrRS-E196K toxicity in *Drosophila*. A beneficial, dose-dependent drug effect, much stronger than that of dexamethasone and resveratrol, was observed in this experimental paradigm (Fig. 4c). Next, we tested whether embelin would improve the motor performance of flies pan-neuronally (*nSyb-Gal4* driver) expressing TyrRS-E196K. Indeed, at 50 µM and 100 µM concentrations, embelin treated mutant flies climbed significantly faster than untreated animals (Fig. 4d and Supplementary Fig. 5a). Control flies treated with only DMSO or embelin showed no changes in their climbing speed, indicating that embelin did not generally improve climbing behavior of *Drosophila* (Supplementary Fig. 5b). These results show that pharmacological treatment with inhibitors of nuclear entry of TyrRS could partially alleviate the symptoms in the TyrRS-induced CMT model.

The pharmacological restriction of TyrRS nuclear translocation by embelin was not complete (Fig. 4b) and could explain the partial rescue of disease phenotypes in *Drosophila*. As an alternative strategy, we altered the nuclear localization signal (NLS) of TyrRS (^242^KKKLKK^247^) to a less charged sequence (^242^NNKLNK^247^) (hereafter called TyrRS^∆NLS^) on both WT and E196K-mutated constructs. We thereby successfully restricted the nuclear import of the ectopically expressed TyrRS proteins in HEK293T cells (Supplementary Fig. 6a). It is worth noting that the NLS is conserved in TyrRS from humans to insects and TyrRS^∆NLS^ maintains robust enzymatic activity^10^, and could therefore be used to study the TyrRS nuclear function without impacting translation in the cytoplasm. Indeed, while all pan-neuronally (*nSyb-Gal4* driver) expressed human transgenes have comparable expression levels (except for WT TyrRS^∆NLS^ with slightly lower expression) (Supplementary Fig. 6b), the nuclear localization of TyrRS^∆NLS^ is diminished for both WT TyrRS and the CMT mutant in the *Drosophila* neurons (Fig. 5a). Even for WT TyrRS, the nuclear fraction is very small compared with the cytoplasmic fraction (Supplementary Fig. 6c), therefore the change in nuclear localization would not significantly affect the amount of TyrRS in the cytoplasm. As such, we have established matching TyrRS and TyrRS^∆NLS^ expression systems to genetically study nuclear TyrRS and its link to the CMT pathology.

**Fig. 5:**
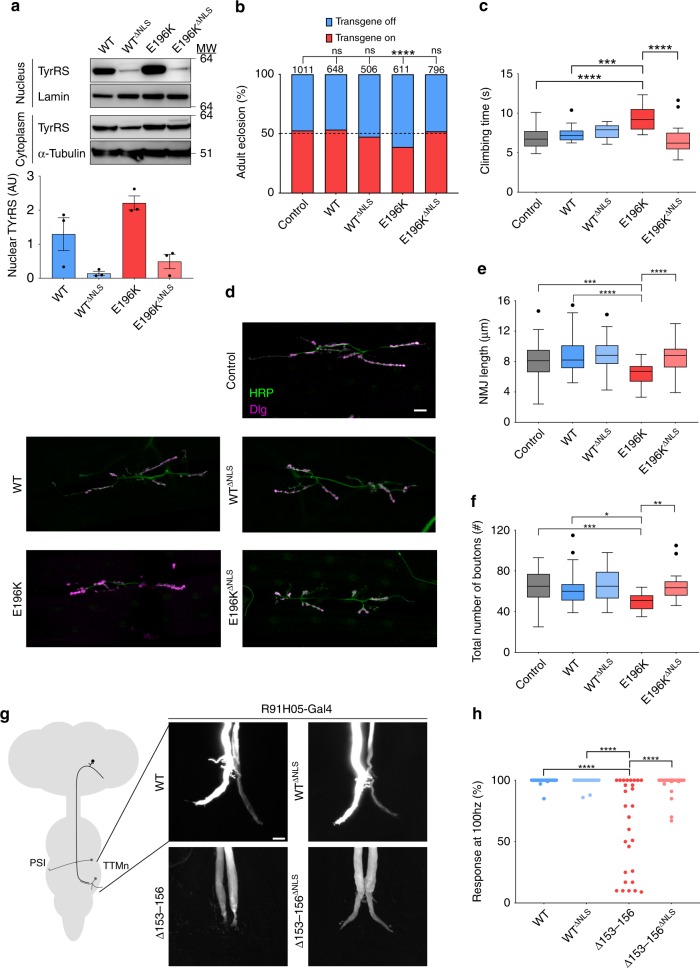
Genetic nuclear exclusion of mutant TyrRS fully prevents disease phenotypes in *Drosophila* (**a**) Subcellular localization of TyrRS in heads of flies pan-neuronally (*nSyb-Gal4*) expressing different TyrRS alleles. ΔNLS, disrupted NLS motif by mutating ^242^KKKLKK^247^ to ^242^NNKLNK^247^. α-Tubulin and Lamin served as cytoplasmic and nuclear markers, respectively. *n* = 3 independent biological replicates, bar charts presented as means ± s.e.m. **b** Eclosion rates of flies ubiquitously expressing (*Act5C-Gal4*) no transgene (Control) or different TyrRS-alleles. Dashed line, expected 50:50 eclosion rate in the control condition (no transgene). Number of counted flies (*n*) are indicated above the bars, *χ*^2^-test. **c** Negative geotaxis assay comparing the motor performance of *Drosophila* pan-neuronally (*nSyb-Gal4*) expressing no transgene (Control) or different TyrRS alleles. n ≥ 10 groups of flies. One-way ANOVA with Dunnett Multiple Comparisons test. **d** NMJ’s of wandering third instar larvae pan-neuronally (*nSyb-Gal4*) expressing no transgene (Control), TyrRS-WT, TyrRS-WT^ΔNLS^, TyrRS-E196K or TyrRS-E196K^ΔNLS^. HRP, neuronal membrane marker; Dlg1, post-synapse marker. Scale bar, 20 µm. **e**, **f** Quantification of total length of the NMJ (**e**) and total number of boutons (**f**). *n* ≥ 10 larvae for each genotype. One-way ANOVA with Dunnett Multiple Comparisons test. **g** Dye injections reveal the morphology of the giant fiber terminals in flies expressing (*R91H05-Gal4*) different TyrRS alleles cell autonomously in the giant fibers. Scale bar, 20 µm. **h** The ability of the giant fiber to follow repeated stimuli at 100 Hz upon presynaptic (*R91H05-Gal4*) expression of different TyrRS alleles in the giant fiber. *n* ≥ 20 tergotrochanteral muscles (TTMs) of flies aged to 10 days. One-way ANOVA with Dunnett Multiple Comparisons Test. Box plots show the median, 25–75% percentiles, and 1.5 interquartile range. Source data are provided as a Source Data file

First, we tested for any general cytotoxicity effect of TyrRS-WT^∆NLS^ upon ubiquitous expression, using the developmental lethality assay. *Drosophila* ubiquitously (*Act5C-Gal4* driver) expressing TyrRS-WT or TyrRS-WT^∆NLS^ eclosed similarly to the non-transgenic control (Fig. 5b). Remarkably, eclosion rates of animals expressing TyrRS-E196K^ΔNLS^ were also inconspicuous, suggesting that restriction of mutant protein in the cytoplasm is sufficient to prevent its toxicity (Fig. 5b). Similarly, pan-neuronal (*nSyb-Gal4* driver) expression of TyrRS-E196K^∆NLS^ did not cause any locomotor deficits as opposed to the significant climbing impairment observed in the presence of TyrRS-E196K (Fig. 5c and Supplementary Fig. 6d).

We further tested the effect of TyrRS-E196K^∆NLS^ expression on the morphology of the *Drosophila* larval neuromuscular junction (NMJ). This synapse is likely the first site of lesion in the dying-back type of neuropathies and has been studied extensively in different CMT fly and mouse models^25,33,34^. To this end, we pan-neuronally expressed (*nSyb-Gal4* driver) different TyrRS transgenes and measured the number of neuronal contact sites (synaptic boutons) and the length of the NMJ. The total length of the neuronal arbor of TyrRS-E196K larvae were smaller and had fewer boutons compared to controls (Fig. 5d-f and Supplementary Fig. 6e, f), showing that NMJ morphology and length are altered upon expression of mutant TyrRS. In contrast, exclusion of TyrRS-E196K from the nucleus resulted in regular NMJ appearance. Excitingly, the transcription fingerprint of TyrRS-WT^∆NLS^ and TyrRS-E196K^∆NLS^ brains clustered together with the control animals (Fig. 3e and Supplementary Fig. 4b), providing a mechanistic basis for the observed functional rescue. 

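A score was computed for each library from the 262 genes that differ between TyrRS-E196K and TyrRS-WT, as the mean log2 CPM (prior count 2) signed by the direction of that difference and set relative to control. The difference that selects these genes is between the TyrRS-E196K and TyrRS-WT libraries, and the control and ∆NLS libraries entered the selection only through the shared estimate of the spread. TyrRS-E196K ∆NLS libraries lay 0.139 above control (SD 0.027, n = 4 against 3; exact permutation test, two-sided, p = 0.0286, the smallest p that this design allows), and TyrRS-WT ∆NLS libraries 0.115 above it (SD 0.017, n = 3 against 3; exact permutation test, two-sided, p = 0.1, the smallest p that this design allows). The TyrRS-E196K and TyrRS-WT libraries, which the selection places at opposite ends, lay at 0.724 and -0.528, and a genotype outside the selection is drawn to the middle between them, so its nearness to control is largely set by the choice of genes. With the replicate number as a block in the fit that selects the genes, the difference for TyrRS-E196K ∆NLS was 0.123 (exact permutation test, p = 0.0857). The score and its permutation were not blocked.

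Against control, 620 genes were called in TyrRS-WT ∆NLS (386 higher, 234 lower) and 774 in TyrRS-E196K ∆NLS (425 higher, 349 lower). Over the 17 fits that each left out 1 library these numbers ranged from 298 to 774 and from 479 to 803, both lowest without control replicate 3. With the replicate block 349 genes were called in TyrRS-WT ∆NLS and 622 in TyrRS-E196K ∆NLS. Same-numbered libraries had mean correlations of -0.018 and -0.436 in these comparisons, against 0.001 and 0.144 for other pairs. Between TyrRS-E196K and TyrRS-E196K ∆NLS, 905 genes were called, 403 higher and 502 lower in TyrRS-E196K, of which 519 were called in all 17 fits that left out 1 library; with the block 864 genes were called, at a mean correlation of 0.234 for same-numbered libraries and -0.078 for other pairs. In this comparison CG4650 had a log2 fold change of 6.61 (standard error 0.57, adjusted p = 1e-05 from edgeR) and CG3117 of 6.72. Cyp12d1-d was at least 43.1-fold higher in TyrRS-E196K, and the largest falls were those of CG34208 (-4.04), sut3 (-3.63) and CG17109 (-3.59). In control CG4650 was at 3.478 to 5.333 CPM, CG34208 at 0.504 to 1.307, sut3 at 0.045 to 0.141 and CG17109 at 2.096 to 3.523. In TyrRS-E196K ∆NLS they were at 0.019 to 0.26, 6.583 to 18.425, 3.187 to 4.857 and 13.888 to 18.19 CPM, so there this genotype also stood apart from control. Cyp12d1-d was instead about as low in control (at most 0.023 CPM) as in TyrRS-E196K ∆NLS (at most 0.022). CG3117 in control (0.106 to 0.296 CPM) lay between the genotypes compared. Over the 500 most variable genes, the root mean square log2 CPM difference of a TyrRS-E196K ∆NLS library was on average 3.06 to the control libraries and 3.00 to the TyrRS-E196K libraries, a difference of 0.059 (SD 0.123, n = 4) that is within the spread between libraries. TyrRS-WT ∆NLS libraries were on average 2.39 from TyrRS-E196K and 2.76 from control, a difference of 0.368 (SD 0.154, n = 3; exact permutation test of the control and TyrRS-E196K libraries, p = 0.171). TyrRS-WT libraries were 2.56 from TyrRS-E196K and 3.06 from control, a difference of 0.504 (SD 0.128, n = 3; the same exact permutation test, p = 0.029, the smallest p that this design allows). Control libraries were 3.04 from each other and 2.92 from TyrRS-E196K. These genes are not those of the paper's cluster in Fig. 3e. The first principal component of these genes held 28.9% of the variance and ran from -35.3 to 42.4 within the control libraries alone. The second held 18.5% and was negative in all control (-18.45 to -4.75) and all TyrRS-E196K ∆NLS libraries (-35.56 to -13.63), ran from -3.32 to 8.76 in TyrRS-WT ∆NLS and was positive in all TyrRS-WT and TyrRS-E196K libraries (7.66 to 31.48); it was picked after its values were seen and was not tested.

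**Figure D3:**
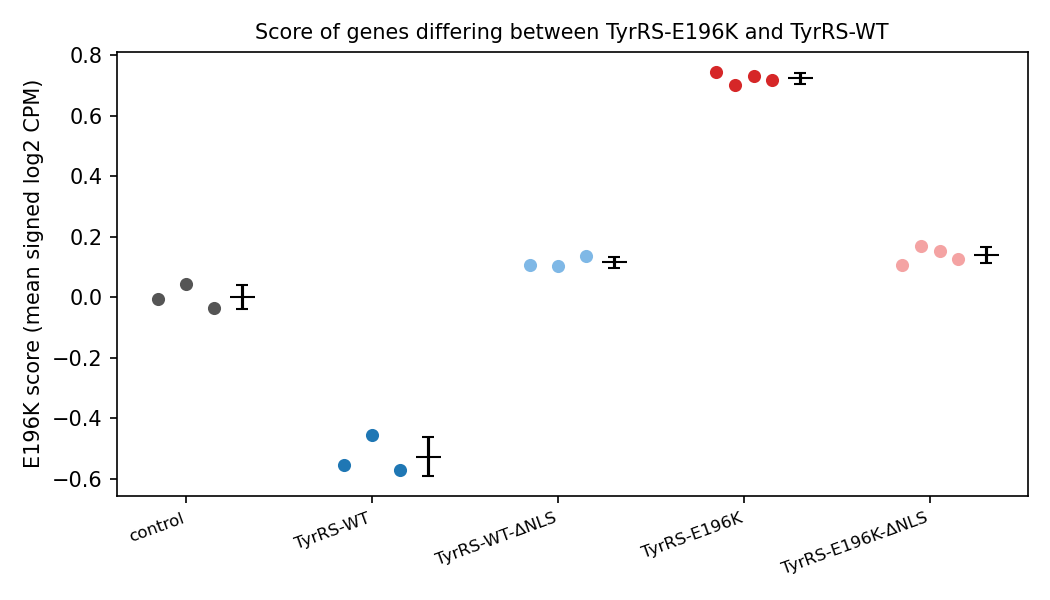
Score of the 262 genes that differ between TyrRS-E196K and TyrRS-WT in each of the 17 libraries (vertical axis, mean signed log2 CPM relative to control), 1 point per library by genotype, with the mean and SD beside the points. Control libraries lie around 0, both ∆NLS genotypes slightly above them, and TyrRS-E196K and TyrRS-WT, which defined the score, at its ends.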

Taken together, our characterization of the TyrRS-E196K^∆NLS^ flies at transcriptome, morphological, behavioral, and organismal levels provided strong evidences that the nuclear presence of mutant TyrRS is important for the CMT disease mechanism.

Lastly, to further evaluate the impact of the nuclear mutant TyrRS on CMT neuropathology, we assessed the morphology and synaptic transmission of the *Drosophila* Giant fibers (GFs), containing one of the longest axons in adult flies. We previously used these in the *Drosophila* TyrRS-CMT model and established that the TyrRS-Δ153-156 mutation provokes the strongest GF phenotypes^15^. Using the *R91H05-Gal4* line, we assessed the impact of the cell autonomous expression of different TyrRS proteins in the GFs. Dye injections (Fig. 5g) and electrophysiological recordings (Fig. 5h and Supplementary Fig. 6g) revealed no morphological differences between GF terminals of TyrRS-WT and TyrRS-WT^∆NLS^ expressing flies. In contrast, expression of TyrRS-∆153-156 induced degeneration of the GF terminals (Fig. 5g), which was associated with the reduced ability of the GF synapse to follow repetitive stimuli (Fig. 5h and Supplementary Fig. 6g). Notably, exclusion of the mutant protein from the nucleus (TyrRS-∆153-156^∆NLS^) did not provoke these morphological and functional synaptic phenotypes (Fig. 5g, h, and Supplementary Fig. 6g). These results strongly suggest that the GF phenotypes caused by TyrRS-∆153-156 require its nuclear localization, further supporting that CMT pathology is associated with a dysfunction of mutant TyrRS in the nucleus.

## Discussion

Understanding the pathogenic mechanisms behind the largest protein family linked to CMT, the most common hereditary neuromuscular disorder, imposes a major challenge for both the neuropathy and the tRNA synthetase fields. We and others extensively studied in vitro and in vivo the canonical enzymatic function of aaRSs in relation to CMT and excluded a loss-of-function disease mechanism, at least for two of them (glycyl-tRNA synthetase (GlyRS) and TyrRS)^25^. Although it becomes more and more clear that mutations in these genes cause CMT phenotypes through a toxic gain-of-function mechanism^15,35,36^, the molecular and functional aspects of this mechanism remain elusive.

Using a bottom up approach, this study stemmed from our previous understanding of the unique structural changes induced by the CMT-causing mutations in TyrRS^17^ (Fig. 1a) and of a role of TyrRS in transcriptional regulation^8^. We searched for functional changes in mutant TyrRS that are relevant to the disease. We took advantage of having a spectrum of TyrRS variants to build a structure-function relationship that specifically links the unique conformation of the CMT mutants to functional consequences relevant to the neuropathy. These mutations ranged from a rationally designed substitution, through a naturally occurring polymorphism, to CMT-causing mutations. To this end, we established the mechanism of hyperactivation of E2F1 due to aberrant mutant TyrRS interactions and corroborated our findings in patient biosamples (Fig. 1 and Supplementary Fig. 1a-c). However, the ultimate test for the key involvement of this TF in the pathology would come from a disease rescue in an animal model. Targeting E2F1 reduced the toxicity of TyrRS-E196K but was not sufficient in alleviating the motor deficit of the fly CMT model (Fig. 2n, o). Inspired by our transcriptome analysis, which confirmed the involvement of E2F1 but also revealed a much broader transcriptional dysregulation in mutant flies (Fig. 3), we attempted to target TyrRS nuclear localization and achieved a greater success in reducing toxicity and in alleviating motor deficit (Fig. 4c, d). Remarkably, using a genetic approach to prevent mutant TyrRS from entering the nucleus, we achieved a complete rescue at morphological, behavioral, electrophysiological, and transcriptomic levels altogether (Fig. 5), therefore we unequivocally demonstrated the relevance of the nucleus in TyrRS-linked CMT (Fig. 6). We should point out that although targeting E2F1 alone was not sufficient in rescuing the CMT phenotypes, the molecular mechanism we obtained for E2F1 activation by mutant TyrRS provides a clear proof of concept for how the CMT mutants could affect the function of other transcription factors (Supplementary Fig. 1a).

**Fig. 6:**
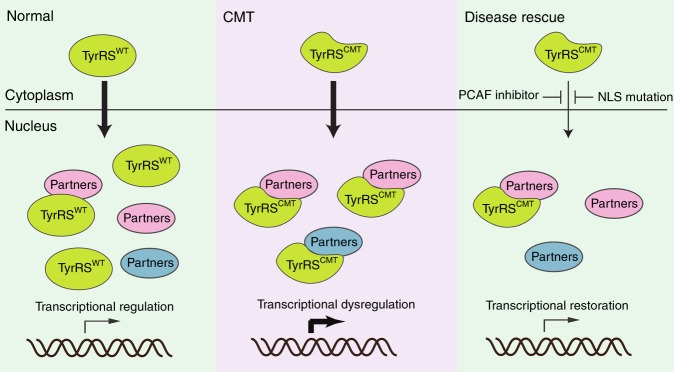
Schematic illustration of the proposed TyrRS mode of action. TyrRS enters the nucleus and engages with different interaction partners, including transcription factors. CMT-causing mutations do not affect the nuclear translocation of TyrRS. However, when the mutant protein enters the nucleus, these interactions are enhanced or perturbed and new interactions may be formed, leading to dysregulation of the transcriptional machinery. As demonstrated in a *Drosophila* model, the dysregulation can be alleviated by inhibiting the nuclear entry of TyrRS pharmacologically or genetically

We note that although the overexpression of WT TyrRS does not cause CMT phenotypes in the fly model^15,25^, the overexpression itself is also associated with extensive transcriptional reprograming (Supplementary Table 1), suggesting that this aaRS is a master regulator of gene transcription in the nucleus. Possibly, the WT TyrRS acts through regulating multiple TFs in a coordinated and balanced manner, yet such balance is disrupted by the CMT mutations. The disruption likely has a hypermorphic component as illustrated by E2F1 hyperactivation and a neomorphic component as suggested by the TFs predicted to be regulated by mutant TyrRS alone (Supplementary Fig. 4c). From a structural perspective, the unique conformational change (Fig. 1b) enhances the capacity of CMT-causing TyrRS mutants to interact with transcription regulators, including but should not be limited to TRIM28 and HDAC1, leading to a change in their functional properties and ultimately triggering a broad dysregulation of gene expression.

The demonstration of nuclear involvement in TyrRS-induced CMT could have important implications for other aaRSs associated with CMT, as all aaRSs were described to localize to the nucleus of the cell and at least two other CMT-linked aaRSs (i.e., MetRS and AlaRS) have known functions in the nucleus^37,38^. Interestingly, common genetic modifiers with nuclear localization were found in our previous fly-based screens for CMT-associated mutant GlyRS and TyrRS^39^. This study is facilitated by extensive existing knowledge on the TyrRS system, such as the location of the NLS^10^ and the acetylation-mediated TyrRS nuclear import^31^. However, most of this kind of knowledge is lacking for the other CMT-linked aaRS, hindering the evaluation of their possible nuclear involvement at the moment.

Previous works showed that CMT mutations in GlyRS could induce aberrant interactions with ectodomains of membrane receptors (e.g., Nrp1) and intracellular proteins, thereby interfering with proper signaling, as well as trafficking in motor and sensory neurons^35,40–43^. Although we saw a complete rescue of disease-relevant phenotypes in the fly by preventing nuclear entry of the mutant TyrRS, we cannot rule out the involvement of other cellular compartments or additional mechanisms in TyrRS-linked CMT. We did confirm, however, that the ΔNLS mutation introduced to TyrRS did not affect the distribution of the protein (WT or E196K) to the extracellular space (Supplementary Fig. 7a) and that the embelin treatment did not affect the secretion of TyrRS (Supplementary Fig. 7b). Therefore, we excluded the possibility that an altered secretion profile of mutant TyrRS contributed to the genetic and the pharmacological rescue of phenotypes in *Drosophila*. Possibly, the molecules mediating the toxicities outside the nucleus are not as conserved as the mediators inside the nucleus between flies and humans. For example, in contrast to E2F1, there is no direct ortholog of mammalian Nrp1 in *Drosophila*. Developing a mammalian model for TyrRS-linked CMT would facilitate the evaluation of other potential mechanisms in the future.

As illustrated by the studies on GlyRS-linked CMT and by the network of genes and transcription factors identified in our transcriptome analysis for the mutant TyrRS, aaRS-linked CMT is likely a result of the interplay of multiple molecular pathways—some of them active in the WT condition but dysregulated by the aberrant binding properties of the mutant, while others unique to the mutants alone—and therefore the design of a successful therapeutic approach in the future should be tailored to the pleiotropic mutational impact. *Drosophila* can be used to test the therapeutic potential of small molecule compounds in a high-throughput manner^44^. Excitingly, the pharmacological inhibition of TyrRS from entering the nucleus using the PCAF inhibitor embelin mimicked the effect of the genetic restriction and rescued specific disease features in the CMT fly, showing for the first time a successful therapeutic intervention for TyrRS-induced peripheral neuropathy. Although further improvements on drug selection, delivery, and efficacy should be investigated, this work paves the way for developing a viable therapy for CMT patients affected by TyrRS mutations through regulating nuclear trafficking of the translation factor.

## Methods

### Ethical approval

We have complied with all relevant ethical regulations for animal testing and research. The study was approved by the Ethical committee for biomedical experiments with animals of the University of Antwerp (ECD 2014-02). Informed consent was obtained from all individuals included in the study.

### Drosophila genetics

The UAS-TyrRS flies were generated and characterized in a previous study^15^. TyrRS^ΔNLS^ cDNA (WT and with CMT mutations) was subcloned into the pUAST transformation vector and was sequence verified. Transgenic flies were generated using standard procedures. For each construct, multiple transgenic lines were established and expression levels were determined by Western blot. The *nSyb-Gal4* driver line was kindly provided by M. Leyssen and B. Dickson^45^. The other Gal4 driver lines and others lines used in the genetic interaction studies were obtained from Bloomington *Drosophila* Stock Center (Supplementary Table 8). *Drosophila* crosses were performed at 25 °C, 12 h light/dark cycle, on standard NutriFly medium (FlyStuff).

The fly line *Act5C-GAL4/Cyo,GFP* was used in the developmental lethality experiments. *Act5C-GAL4/Cyo,RFP-Tb* was used in the pupation experiment. Adult *Drosophila* eclosion ratios were determined by the number of Actin-Gal4>transgene versus the number of Balancer/transgene flies. *Drosophila* pupation was examined by counting the number of Act5C-Gal4>transgene pupae versus the number of Cyo,Tb-RFP>transgene flies.

### Cell culture and conditions

The HEK293T (human embryonic kidney) cell line was purchased from ATCC (#CRL-3216, Manassas, VA, USA). Cells were grown in DMEM (Gibco) supplemented with 10% heat-inactivated fetal bovine serum (FBS, Gibco). Cultures were maintained at 37 °C in a humidified atmosphere containing 5% CO_2_.

Upon obtaining written consent, peripheral blood was drawn from CMT patients carrying the E196K or G41R mutations, and control individuals. The sampling procedure was in accordance with the ethical guidelines of the Medical University-Sofia (Bulgaria), the Saint Louis University (USA), and the University of Antwerp (Belgium). Peripheral blood mononuclear cells (PBMC) were isolated on a Ficoll-Paque gradient, transformed with Epstein-Barr virus and incubated at 37 °C for 2 h. After centrifugation, cells were re-suspended in 4 ml RPMI complete medium (Life Technologies) supplemented with 1% phytohaemagglutinin. Cells were seeded on a 24-well plate and incubated at 37 °C, 6% CO_2_ for a minimum of 3 days. After establishment, cell lines were cultivated in RPMI1640 medium containing 15% fetal calf serum, 1% sodium pyruvate, 1% 200M L-glutamine, and 2% penicillin/streptomycin.

### Co-immunoprecipitation and Western blot analysis

Lymphoblast and HEK293T cells were lysed with a radioimmunoprecipitation assay (RIPA) buffer containing 25 mM Tris pH 7.6, NaCl, Sodium Deoxycholate, 0.5% NP40, 0.5% Triton, 0.1% SDS, 5% glycerol. Total lysate was incubated with Dynabeads (Life Technologies) or Protein G beads (Life Technologies) and antibodies raised against TyrRS (Abnova), mouse monoclonal V5 (Thermo Fisher Scientific, R960CUS) or mouse monoclonal E2F1 (Abcam, ab4070). Antibodies against IgG1 (Santa Cruz Biotechnology, sc-2025) were used as a negative control. Input and immunoprecipitate were loaded on non-native PAGE gels (Bio-Rad). The following antibodies were used in the different Western blot experiments: mouse monoclonal V5 (1:5000, Thermo Fisher Scientific, R960CUS), mouse monoclonal TyrRS (1:2000, Abnova, H00008565-M02), rabbit polyclonal TyrRS (1:5000, custom-made), rabbit polyclonal TRIM28 (1:1000, Abcam, ab10484), rabbit monoclonal Flag (1:1000, Sigma-Aldrich, F2555), rabbit polyclonal HA (1:1000, Abcam, ab9110), rabbit polyclonal HDAC1 (1:1000, Cell Signaling technology, #2062), rabbit polyclonal SIRT1 (1:1000, Cell Signaling technology, #2310), rabbit polyclonal E2F1 (1:1000, Abcam, ab112580), rabbit polyclonal acetylated-lysine (1:1000, Cell signaling technology, #9441), GAPDH (1:20000, GeneTex, GTX100118), mouse monoclonal α-Tubulin (1:5000, Abcam, ab7291), mouse monoclonal α-Tubulin (1:3000, Cell Signaling Technology, #3873), mouse monoclonal Lamin A/C (1:1000, Cell Signaling technology, #4777), mouse monoclonal Lamin Dm0 (1:500, Developmental Studies Hybridoma Bank, ADL67.10).

The amount of immunoprecipitated, co-immunoprecipitated, and acetylated protein was determined using the ImageJ software. The amount of co-immunoprecipitated or acetylated protein was normalized to the immunoprecipitated signal, resulting in the ratio of both signals.

### Cell fractionation

Nuclear/cytoplasmic fractionation was performed with either the NE-PER Nuclear and Cytoplasmic Extraction Reagents kit (Thermo Fisher Scientific) following manufacturer’s instructions or a similar custom protocol^46^. Briefly, Swelling Buffer (SB) [10 mM Tris-HCl (pH 7.4), 2 mM EDTA, proteinase inhibitor cocktail (added before use)], Plasma Membrane Lysis Buffer (PMLB) [10 mM Tris-HCl (pH 7.1), 2 mM MgCl2, 1% Triton X-100], and Nuclear Extraction Buffer (NEB) [20 mM HEPES (pH 7.6), 300 mM NaCl, 2 mM EDTA, 1 mM 1,4-Dithiothreitol (DTT), 10% glycerol, 1% Triton X-100, protease inhibitor cocktail (added before use)] were prepared. Ice-cold SB was added to the tissue and vortexed at the highest speed for 15 s, followed by incubation on ice for 10 min. Next, ice-cold PMLB (1/20 total volume) was added and vortexed for 5 s and incubated on ice for 1 min. After vortexing for 5 s again, the nuclei were centrifuged at 16,000×*g* for 5 min at 4 °C. The supernatant (cytoplasm) was transferred to a clean tube and the pellet was washed in PBS, vortexed for 5 s, and the nuclei were centrifuged at 16,000×*g* for 5 min at 4 °C. The nuclei pellet was then suspended in ice-cold NEB (1/2 of SB volume) and sonicated on ice for 2 × 30 s, with a 30 s pause, using the following settings: cycle 0.5, 10–15% power. Both fractions were then analyzed on Western blot.

### RT-qPCR

Total RNA was isolated from cell lines following standard Trizol (Qiagen) and chloroform extraction protocol followed by ethanol precipitation. The RNA was then treated with the Turbo DNA-free kit (Ambion) to remove the remaining DNA. RNA was transcribed to single strand cDNA with the iScript cDNA synthesis kit (Bio-Rad). Gene expression levels were determined using the power SYBR green PCR master mix (Applied Biosystems) measured and analyzed with the ViiA7 software (Applied Biosystems) and the qBase + software (Biogazelle). Briefly, five housekeeping genes are used to normalize the data. First, the stability of the housekeeping genes was determined between samples. Next, the most stable housekeeping genes were chosen to normalize the expression of the different genes of interest across all samples. The primers used for the RT-qPCR analysis are described in Supplementary Table 9.

### Scanning electron microscopy

Adult flies were anesthetised using ether and mounted on aluminum stubs (Electron Microscopy Sciences) without any tissue processing steps. The eyes were coated using a gold sputter and were imaged using scanning electron microscopy (SEM) with an SEM505 microscope (Philips).

### Drug screen

*Drosophila* crosses were performed at 25 °C, 12 h light/dark cycle, on Formula 4–24 Instant *Drosophila* medium (Carolina) supplemented with 5% inactivated yeast. DMSO (100%) (Sigma-Aldrich) or embelin (Sigma-Aldrich) were added to the medium at a final DMSO concentration of 0.3% (42 mM). *Drosophila* behavioral assays and pupae formation were performed as described elsewhere.

### *Drosophila* behavioral assays

To assay motor performance of 10-days old flies, climbing speed was assessed with the negative geotaxis assay^47^. The semi-automated FlyCrawler device (Peira scientific instruments) was used to test and analyze the different genotypes and conditions. Briefly, 10 female flies with shortened wings were shaken down to the bottom of a cylindrical fly container (49 mm diameter). An infrared camera was used to track individual flies and generate videos. Time needed for the first fly to climb from the start of the ascent at the vertical wall to a mark at a height of 82 mm was measured. For each group of 10 flies, the experiment was done 15 times and the average of the 10 fastest walking speeds was calculated. For each genotype and condition, at least 10 groups of 10 flies were tested.

### Analysis of the *Drosophila* larval neuromuscular junction

Morphology of the neuromuscular junction was determined of third instar larvae expressing no transgene (*nSyb-Gal4>+*), or any of the TyrRS alleles. Third instar larvae fillets were dissected in HL3 buffer and fixed in 3.7% PFA in HL3 for 20 min. After permeabilization and blocking of unspecific epitopes (5% Bovine Serum Albumin), staining of the larval NMJ was performed with the following antibodies: horseradish peroxidase (HRP; Jackson ImmunoResearch Laboratories, 1/2000) and Discs large 1 (dlg1; DHSB, 1/50). Images were taken of muscle 6/7 of either segment 3 or 4 using a Carl Zeiss LSM700 laser scanning confocal microscope with ×20 Plan-Apochromat objective (0.8 NA). Maximum intensity projections of image *z*-stacks comprising the entire NMJ were analyzed using the Fiji distribution of ImageJ^48,49^. All boutons were scored using the ImageJ Cell Counter plugin. The length of the neuronal arbor projecting on the muscle was determined using the ImageJ NeuronJ plugin. The arbor was manually traced using the HRP signal.

### Dye injections into the giant fiber

The giant fiber dye-injection and imaging methods have previously been described in detail^50,51^. The R91H05-Gal4 driver was used to drive the expression of the transgene in the giant fiber^52,53^. Briefly, the GF axons of dissected central nervous systems were injected with tetramethylrhodamine isothiocyanate-Dextran (Sigma) in the cervical connective using a glass electrode (80–100 MΩ) backfilled with 2 M potassium acetate by passing depolarizing current. The samples were fixed in 4% paraformaldehyde, cleared with VECTASHIELD® Antifade Mounting media and scanned at a resolution of 1024 × 1024 pixels, 2.5 × zoom, and 0.5 μm step size with a Nikon A1 plus confocal microscope using a CFI Plan APO lambda 60×/NA1.4 oil objective. Images were processed using Nikon Elements Advance Research 4.

### Electrophysiological recordings from the giant fiber circuit

Intracellular recordings from the TTM of adult male and female flies were obtained as previously described^54^. Briefly, the giant fibers (GFs) were activated with 0.03 ms pulses of 30–60 V using two tungsten electrodes inserted into the brain (Grass S44 stimulator, Grass Instruments). Saline-filled glass electrodes were used for recordings from the TTM and a tungsten electrode in the abdomen served as a ground electrode. The recordings were amplified (Getting 5A amplifier, Getting Instruments) and the signals were stored and analyzed using pCLAMP 10.3 software (Molecular Devices). The ability of the GF to TTM pathway to follow high frequency stimulations was assessed with 10 trains of 10 pulses given at 100 Hz with a 1 s interval between the trains. The average following frequencies were calculated as percent responses.

### Total RNA extraction and quality analysis

Total brain RNA was isolated from adult flies aged 10 days after eclosion, the time point at which mutant flies show locomotor impairment. Total RNA was extracted in quadruplicates using the RNAqueous Micro Kit (Ambion Thermo Fisher Scientific) from dissected adult fly brains with the following genotypes *nSyb-Gal4>+, nSyb-Gal4> 2xTyrRS-WT, nSyb-Gal4>2xTyrRS-WT*^*ΔNLS*^*, nSyb-Gal4>1xTyrRS-E196K, nSyb-Gal4>3xTyrRS-E196K*^*ΔNLS*^. Following extraction, the total RNA was treated with the Turbo DNA-free kit (Ambion Thermo Fisher Scientific), according to manufacturer’s instructions. RNA integrity was assessed using the Eukaryote Total RNA Nano Assay on an Agilent Bioanalyzer 2100 system (Agilent Technologies).

### cDNA library construction and next-generation sequencing

Twenty cDNA libraries (4 replicates per condition) were constructed from total RNA using poly(A) enrichment of the mRNA (TruSeq Illumina). Paired-end sequencing data of 75 bp read length, generated on NextSeq 500 (Illumina) in 2 batches of 10 samples each, ranged from 74.3 to 139.4 million reads per sample. The cDNA libraries construction and the RNA sequencing were done at the GENECORE-EMBL Genomic Core Facilities (Germany).

### Bioinformatics analysis

The raw reads were trimmed and cleaned of adapters with Trimmomatic v0.32. Sequencing quality was assessed with FASTQC software. After trimming and a low reads filtering step, more than 92% of the reads were used for mapping to *Drosophila* reference genome (ENSEMBL, BDGP6, release 84) using Tophat v2.0.12. The average percentage of overall mapping of the reads was 84.2%.

Gene expression levels were measured using the counts generated by HTSeq v0.6.1. 

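The count table lists 17559 genes, and 16163 of them have a non-zero count in at least 1 of its 17 libraries. A median of 13872 genes per library had a non-zero count in control and 14110 in TyrRS-E196K. The table of normalized values holds, for every gene, the count divided by 1 factor per library, between 0.611 and 1.19.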

Given the deep coverage of the transcriptome, the differential expression analysis was performed on all the genetic features listed in the annotation file resulting in 16237 coding and non-coding genes with non-zero counts in at least one of the samples. More than 95% of the protein coding genes in the genome annotation file had non-zero counts in at least one of the samples. The gene expression counts were normalized for all samples together and the biological conditions were compared pairwise using DESeq2 v1.14.1 by including the batch factor in the design^55^. The PCA and the hierarchical clustering of the regularized log counts revealed 3 outlier samples (*nSyb-Gal4>+*(11), *nSyb-Gal4>TyrRS_WT*(12), *nSyb-Gal4>TyrRS_WT*^*ΔNLS*^ (18)) which were removed from the final differential expression analysis.

Weighted gene co-expression network analysis was performed (WGCNA) to identify gene clusters that share the same expression patterns across the 5 different biological conditions in 17 samples. The regularized log transformed counts from DESeq2 were used to build an unsigned gene co-expression network. The adjacency matrix computed using a soft threshold of 14 resulted from the scale-free topology calculations. PCA and hierarchical clustering on the rlog transformed gene-level counts within that module were additionally performed. WGCNA constructed 39 gene network modules. The highest eigengene significance (correlation between sample trait and eigengene) with a significant *p*-value was for the magenta module (|0.57|, *p*-value < 0.02). PCA and hierarchical clustering on the rlog transformed gene-level counts within that module were additionally performed. The genes in magenta module showed a clear separation of TyrRS-E196K from the other analyzed conditions.

Gene ontology enrichment was determined using the functional Gene Set Enrichment Analysis (fgsea)^26^ using the *Drosophila* gene ontologies derived from the gsea msigdb (v6.2). We included all *Drosophila* transcripts (not only protein coding transcripts) in the fgsea analysis. When fold change data was not available, we determined gene ontology enrichment using the DAVID webtool^29,30^. The iRegulon plugin in Cytoscape was used to detect the transcription factors the targets, and the motifs/tracks associated with the differentially expressed genes.

To calculate and draw custom Venn diagrams the following online tool was used: http://bioinformatics.psb.ugent.be/webtools/Venn/. The representation factor (RF) is the number of overlapping genes divided by the expected number of overlapping genes drawn from two independent groups. A representation factor >1 indicates more overlap than expected of two independent groups, a representation factor <1 indicates less overlap than expected, and a representation factor of 1 indicates that the two groups by the number of genes expected for independent groups of genes. The probability of finding a certain amount of overlapping genes was calculated using the hypergeometric probability formula.

### Secretion assay

HEK293T cells were cultured to 70% confluency and then transfected with V5-tagged TyrRS or GlyRS constructs. For experiments to test the effect of embelin on secretion, different doses of Embelin or the solvent control (DMSO) were added into the cell culture medium 30 h after transfection. Cell culture medium was collected 36 h after transfection and then concentrated to 1 ml by passing through EMD Millipore Amicon Ultra-15 filter (Millipore Sigma). The secreted TyrRS or GlyRS in the concentrated medium was pulled down by immunoprecipitation by the V5 antibody and then detected by Western blot analysis.

### Statistics

Measurements were taken from independent samples. We used the GraphPad Prism 7 software, version 7.01, for statistical analyses. Individual tests for each dataset are reported within the figure legends. Reported box plot figures show the median, the box extends from the 25th to the 75th percentiles, and the whiskers depict the 25th and 75th percentile minus and plus 1.5 times the inter-quartile distance, respectively. Reported bar charts show the mean and the error bars as s.e.m. In all figures the *p*-value is reported as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. ns, non-significant. The effect sizes were calculated using the PlotsOfDifference webtool^56^. The data points for each experiment were inserted into the web application and the plots were generated using the standard settings. Effect size graphs display the distribution of the differences and the 95% confidence interval is displayed in each graph.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

All data generated and/or analyzed during this study are included in this published article (and its supplementary files). The source data underlying Figs. 1c–h, 2m–o, 4a–d, 5a–c, e–h, and Supplementary Figs. 1b, c, 2a, b, 3a–d, 5c, 6a–c, 7a, b are provided as a Source Data file. The RNA sequencing data are deposited at the GEO database (GSE125311). All other relevant data are available from the corresponding authors on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

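RNA was sequenced from whole brains of flies aged 10 days in which nSyb-Gal4 drove human TyrRS in neurons. There were 17 libraries of 5 genotypes, 3 each of control, TyrRS-WT and TyrRS-WT ∆NLS and 4 each of TyrRS-E196K and TyrRS-E196K ∆NLS. Genotypes were taken from the sample labels and the paper, and each column of the tables was matched to a library by name. The names of 1 TyrRS-WT ∆NLS column and its label carry different numbers, so that library had no replicate number. The authors trimmed the reads with Trimmomatic, mapped them with Tophat to BDGP6, counted them per gene with HTSeq and deposited the counts without normalization. According to the methods, they removed 3 libraries as outliers. The deposited table of normalized values, a signal that is never negative, was made by the authors by dividing the counts by 1 factor per library, between 0.611 and 1.19, and it was used only to recover these factors. The count table held 17565 lines, of which 6 were not genes, and 16163 of its 17559 genes had a non-zero count in at least 1 library. Coordinates come from a BDGP6 annotation that holds 17253 of the gene identifiers.

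Counts on genes ranged from 29380481 to 56030758 per library. At this depth the spread between replicates and not the counting error limits the precision of most genes; genes with a mean under 1 CPM rest on few reads. The control group had the lowest median depth and only 3 libraries, and every comparison with control shares them. Libraries of the same genotype had Spearman correlations of 0.9698 to 0.992 across genes, and none were duplicates by a chi-square of their counts.

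Differential expression was tested on the counts with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3, limma 3.58.1), TMM normalization and 1 fit of all 17 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. The authors used DESeq2 with a batch factor. The paper's text does not name the batch of each library, so no batch factor was included, and a fit with 1 surrogate variable was run as an alternative. Both were tested on simulated counts of 15983 genes, of which 200 were changed in TyrRS-E196K alone. There edgeR recovered 75% of genes changed by exactly 2-fold and 43% of those changed less, with 3 false calls. DESeq2 recovered 80% and 59%, with 25 false calls.

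Genes specific to a genotype were those past the threshold against each of the 4 others in the same direction. Gene lists written by hand before the data were examined were tested with fgsea 1.28.0, adjusted over 8 tests, since the paper's ontology tables were not used here. They matched the table for 93.8% to 100% of their symbols. Scores and distances used log2 CPM with a prior count of 2, and distances the 500 most variable genes. Genes named in the text are those read as labels in Fig. 3a and 3c (CG6695, also legible in Fig. 3c, was missed when the list was written), E2f1, Dp, gem and the fly's TyrRS gene. Added to these are the 3 largest rises and 3 largest falls in 3 comparisons, among genes past the threshold, with a mean of at least 1 CPM and no overlap between the groups' libraries. Folds against a group at or under 3 counts in every library are lower bounds. The standard error of a log2 fold change is its size divided by the square root of its F statistic, and was not estimated separately.

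The alternatives, chosen before the data were examined, were genes kept by filterByExpr, DESeq2's size factors, DESeq2 1.42.0, only the libraries of both genotypes compared, the replicate number as a block, 1 surrogate variable (sva 3.50.0), leaving out each library in turn, a prior count of 0.5, 2000 variable genes or all genes with a mean of at least 1 CPM, ranking by the signed square root of F, limma's camera test and an adjusted p-value under 0.1. The replicate numbers are those of the labels, and libraries with the same number come from flies of different genotypes. Motif analysis and the co-expression network were not rerun, and RT-qPCR data were not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for tables and exact tests.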

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

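The counts of other splits of the libraries were chosen only after the results were seen, and the test of the shared genes before.

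In groups of 4 libraries, 7 of 86 tests of the genes named in the text found a library far from the others by Dixon's criterion, where chance gives about 1 in 20. In TyrRS-E196K replicate 2, CG13978 was at 0.024 CPM against 0.106 to 0.122 in the other libraries and CG10737 at 214.592 against 191.013 to 192.61. In TyrRS-E196K ∆NLS replicate 4, phr was at 3.686 CPM against 2.137 to 2.348 and Ady43A at 46.158 against 41.206 to 41.663, while Cyp12d1-d was at 0.022 and CG3117 at 0.087 CPM, both listed at 0 in the other libraries of that genotype. In TyrRS-E196K ∆NLS replicate 3, CG33648 was at 0.14 CPM against 0.043 to 0.056. Cyp12d1-d and CG3117 rest on 1 and 4 reads there. No technical or biological explanation was tested for these libraries.

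The paper's text does not report comparisons of the ∆NLS genotypes with control gene by gene, and its supplementary tables were not used here. In these data 620 genes differed from control in TyrRS-WT ∆NLS and 774 in TyrRS-E196K ∆NLS. Only the real split of the libraries gave as many genes, 1 of the 4 splits that part as many same-numbered pairs for TyrRS-WT ∆NLS and 1 of 8 for TyrRS-E196K ∆NLS, and so few splits cannot give a share under 0.05. Among all splits, which also part other numbers of pairs, it was 1 of 10 with at most 1 gene in any other split, and 1 of 35 with at most 83 genes. Of the 225 genes that moved the same way in TyrRS-WT and TyrRS-E196K, 92.4% had the same direction against control in both ∆NLS genotypes, against 66.2% of other genes, and 110 (48.9%) were called in both. A candidate explanation is a difference between the control line, or its 3 libraries, and all transgenic lines. An effect of TyrRS outside the nucleus would give the same pattern, and the data cannot tell them apart. All 5 genotypes share the driver, but no line with an unrelated transgene was analysed here.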

How the results depend on the processing

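All alternatives except those for motifs, which were not run, were applied one at a time. Of the values of main results under the alternatives, 422 kept their direction and side of the threshold or stayed within the limits set for counts and distances, 30 moved, 14 were weaker, 2 stronger and 7 reversed. The cause was not tested for any change below.

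With DESeq2's Wald test, 770 genes differed between TyrRS-WT and control, 1627 between TyrRS-E196K and control, 1122 between TyrRS-WT ∆NLS and control, 1447 between TyrRS-E196K and TyrRS-E196K ∆NLS and 448 between TyrRS-E196K and TyrRS-WT; 487 genes were shared and 84 specific to TyrRS-E196K. Of the genes called by edgeR, DESeq2 called 355 of 371 for TyrRS-WT and 997 of 1027 for TyrRS-E196K. With only the libraries of both genotypes compared, TyrRS-E196K gave 664 genes and the overlap 124. An adjusted p-value under 0.1 gave 67 genes specific to TyrRS-E196K. Over all genes with a mean of at least 1 CPM, the distance of TyrRS-WT ∆NLS to control minus that to TyrRS-E196K was 0.116. DESeq2's size factors moved no median log2 fold change by more than 0.009.

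With the replicate block, TyrRS-WT ∆NLS gave 349 genes (same-numbered libraries correlated at -0.018) and TyrRS-E196K 808 (0.067). For the score the block changed only the selected genes, and TyrRS-E196K ∆NLS was at 0.123 (exact permutation test without a block, p = 0.0857). Over all pairs of genotypes the correlation was -0.011, so the numbers do not pair the libraries.

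Across the 17 fits that each left out 1 library, genes called against control ranged from 203 to 398 in TyrRS-WT, 440 to 1072 in TyrRS-E196K, 298 to 774 in TyrRS-WT ∆NLS and 479 to 803 in TyrRS-E196K ∆NLS. Those between TyrRS-E196K and TyrRS-WT ranged from 154 to 280, the overlap from 110 to 278 and the genes specific to TyrRS-E196K from 29 to 45. The score of TyrRS-E196K ∆NLS ranged from 0.109 to 0.214, staying above control, but with 1 fewer library on either side its exact test cannot pass the threshold. That of TyrRS-WT ∆NLS ranged from 0.093 to 0.211. The difference in distance ranged from -0.047 to 0.221 for TyrRS-E196K ∆NLS and from 0.13 to 0.553 for TyrRS-WT ∆NLS. The enrichment scores in TyrRS-E196K ranged from -0.8 to 1.08 for protein folding, 1.363 to 1.687 for the response to heat and -0.536 to 1.066 for neuromuscular synaptic transmission, and the last ranged from -1.268 to 0.647 in TyrRS-WT. Log2 fold changes of E2f1 ranged from -0.188 to 0.079 in TyrRS-WT and -0.244 to 0.02 in TyrRS-E196K, those of Dp from -0.003 to 0.028 and -0.003 to 0.044, and that of gem in TyrRS-E196K from -0.072 to 0.147, none of them past the threshold.

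For the response to heat in TyrRS-E196K, filterByExpr gave a score of 1.591 (permutation test, adjusted p = 0.0582) and ranking by the signed square root of F 1.498 (0.0638), while camera gave an adjusted p of 0.743 and the range over all alternatives was 0.00636 to 0.743. For protein folding in TyrRS-E196K, camera pointed the other way with an adjusted p of 0.301. For integrin signaling in TyrRS-E196K, ranking by F gave a score of 1.671 (permutation test, adjusted p = 0.02) and camera an adjusted p of 0.0285.

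Of the named genes, 2 lost their call under 11 alternatives, Aats-tyr in TyrRS-E196K ∆NLS under 10 of them and Cyp12d1-d in TyrRS-WT under 1. For counts by direction and the representation factor, 48 values under the alternatives moved and 251 did not. Depth limits genes with a mean under 1 CPM and those at or under 3 counts in a group.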

Differences from the paper's values

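None of these differences was explained by a test; the alternatives named here were set before the data were examined.

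The paper reports 707 genes between TyrRS-WT and control, and 371 were found here; DESeq2's Wald test gave 770, and no other alternative came within 1.5 times the paper's number. The same test moved away from the paper elsewhere. It gave 1627 genes between TyrRS-E196K and control, against the paper's 830 and 1027 with edgeR, and 487 shared genes, against about 300 in Fig. 3d, read by eye, and 227 with edgeR. The paper shows about 320 genes higher in Fig. 3a, read by eye, against 204 here, and the numbers with filterByExpr (226), with DESeq2 (413), without TyrRS-E196K replicate 1 (216) and without control replicate 2 (238) were within 1.5 times of it, all but DESeq2's still below it. It shows about 380 genes lower in Fig. 3a, read by eye, against 167 here, and only DESeq2 (357) came within 1.5 times of it. A log2 fold change counts as closed below when it is within its standard error of the paper's value, with no allowance for the error of reading the figures. The paper's fold changes came from an older DESeq2 version with a batch factor. No alternative repeated that fit, so the gaps below need not be differences in the data.

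For log2 fold changes in TyrRS-WT, the paper shows Hsc70-2 at about 7.0 in Fig. 3a, read by eye, against 8.897 here, and none of the alternatives closed the gap (8.44 to 9.393). Hsp70Ba is at about 3.9 in Fig. 3a, read by eye, against 2.496 here, also with none closing it (0.552 to 2.971). The paper has phr at about -2.7 in Fig. 3a, read by eye, against -2.944, which closed without control replicate 3 (-2.825). CG6912 is at about -2.4 in Fig. 3a, read by eye, against -2.69, and none closed it (-2.815 to -2.576). Tep4 is at about 2.3 in Fig. 3a, read by eye, against 2.618, which closed without TyrRS-WT replicate 1 (2.44) and without control replicate 3 (2.509).

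In TyrRS-E196K, the paper shows Hsp70Ba at about 3.4 in Fig. 3c, read by eye, against -0.705 here, with none closing it (-1.18 to -0.438). The last letter of that label is not certain at the resolution of the picture; Hsp70Bb, its near-identical copy, was at 4.971 here. CG33648 is at about 2.2 in Fig. 3c, read by eye, against 4.015, and CG15553 at about 1.9 in Fig. 3c, read by eye, against 2.923, with no alternative closing either gap. Ady43A is at about -1.1 in Fig. 3c, read by eye, against -1.199, which closed without control replicate 3 (-1.153).

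The paper reports protein folding and neuromuscular synaptic transmission as enriched in TyrRS-E196K; the lists used here gave adjusted p-values of 0.723 and 1 in fgsea's permutation test, and none of 25 alternatives passed the threshold. For integrin signaling, which the paper also reports, the adjusted p was 0.66, and ranking by F (permutation test, 0.02) and limma's camera test (0.0285) passed it. The paper's cluster of genes specific to TyrRS-E196K holds more genes that rise than fall; by the rule used here 18 rose and 25 fell. The paper describes the ∆NLS brains as clustering with control in its own cluster of genes (Fig. 3e), which was not rebuilt here. Over the 500 most variable genes, a different measure, the mean distances did not place the ∆NLS libraries nearer to control than to TyrRS-E196K, but control libraries were about as far from each other (3.04) as from the other genotypes (2.76 to 3.06), so these distances cannot decide it. The second principal component of the same genes (18.5% of the variance) was negative in all control and TyrRS-E196K ∆NLS libraries, positive in all TyrRS-WT and TyrRS-E196K libraries and of both signs in TyrRS-WT ∆NLS. In a hierarchical clustering of the libraries, cut into 5 clusters, control replicates 1 and 3 formed a cluster of their own. Control replicate 2 fell with libraries of every other genotype, among them TyrRS-E196K ∆NLS replicates 1 and 3 and TyrRS-E196K replicates 3 and 4. TyrRS-E196K ∆NLS replicates 2 and 4 were each alone, so the clusters did not follow genotype. The cluster of control replicate 2 held exactly the libraries with a positive first principal component, which were also those with a positive surrogate variable. The clustering thus followed a difference present within every genotype, and it cannot decide whether ∆NLS brains resemble control.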

Other observations

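The tests of other splits, of Hsp70Bb, of clusters of neighbouring genes, of nuclear against ∆NLS genotypes, of other widths around Hsc70-2 and of neuropeptide genes were chosen only after the results were seen.

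Other splits of the libraries were compared with the real split where they part as many same-numbered pairs. For TyrRS-WT against control, TyrRS-E196K against control, TyrRS-E196K against TyrRS-E196K ∆NLS and TyrRS-E196K against TyrRS-WT, only the real split, 1 of 4, 1 of 8, 1 of 8 and 1 of 8, gave as many genes, and 4 or 8 splits cannot give a share under 0.05. Among all splits, which also part other numbers of pairs, the real split was 1 of 10 for TyrRS-WT against control and 1 of 35 for each of the other 3 comparisons, and the largest other counts were 43, 67, 0 and 14. For the overlap and for the genes specific to TyrRS-E196K, only the real split among 100 (1 of 100 each) gave as many genes, and the largest other counts were 217 and 25. For the enrichment scores, the number of splits with an absolute score as large was 1 of 4 for protein folding, 2 of 4 for the response to heat, 2 of 4 for integrin signaling and 3 of 4 for neuromuscular synaptic transmission in TyrRS-WT, and 5 of 8, 1 of 8, 2 of 8 and 6 of 8 for these lists in TyrRS-E196K. Among all splits the numbers for these lists were 2, 3, 5 and 8 of 10 in TyrRS-WT. In TyrRS-E196K they were 24, 2, 13 and 32 of 35.

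Hsp70Ba was called higher than control in 0 of 4 transgenic genotypes (1 with an unadjusted p under 0.05). Hsp70Bb was higher in 4 of 4, by 4.83, 4.97, 4.30 and 6.11 on the log2 scale in TyrRS-WT, TyrRS-E196K, TyrRS-WT ∆NLS and TyrRS-E196K ∆NLS, while Hsp68, Hsp23, Hsp26 and DnaJ-1 gave 0 calls in 16 tests (2 with an unadjusted p under 0.05); Hsp22 is listed at 0 in every library. The white gene, carried by many fly transgene vectors, was higher in the same genotypes by 1.62, 2.11, 1.17 and 2.88. Reads from the hsp70 leader of the vector may therefore account for Hsp70Bb, which is a hypothesis, since reads are also shared among its near-identical copies and read positions were not examined here.

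Hsc70-2 was higher in TyrRS-WT only, and 4 of the 20 genes around it (20%) were called in TyrRS-WT, against 3.12% of 9350 other genes (Fisher's exact test, two-sided, p = 0.00317). These, named after their values were seen, are yellow-f, CG31157, CG7966 and pic, and CG31157 (6.37), CG7966 (1.06) and pic (0.35), the 3 genes next to its end, were called in TyrRS-WT alone. With 5, 20 and 40 genes on each side, 30%, 10% and 7.5% were called. A local effect of the insertion site of the TyrRS-WT transgene is a candidate explanation; where it is inserted was not examined here.

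Shared genes of TyrRS-WT and TyrRS-E196K lie near each other more often than random lists of the same expression, with 81 pairs within 100 kb against a median of 52 (permutation test over 10000 lists, p = 0.0011). One cluster on 3R from 15135138 to 15225329 holds 6 genes, CG6912, CR45600, CG3987, CG6654, CG4210 and CG31344, all lower than in control and all called in both ∆NLS genotypes as well. A segment of different genetic background in the control line could produce such a cluster. The other clusters of at least 5 genes differ from it. Of 5 genes on 2L from 8212959 to 8342056, 1 was lower than in control and 2 were called in both ∆NLS genotypes, and of 5 genes on 2R from 13127915 to 13301547, 1 was lower and 0 were called in both. In a test without the control libraries, 59 of the 225 shared genes (26.22%) differed between the nuclear and ∆NLS genotypes, against 4.72% of 9181 others (Fisher's exact test, p = 3.29e-26), 52 of them in the same direction, but the nuclear libraries also chose these genes, so the test cannot tell.

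For the genes specific to TyrRS-E196K, 0 of 12 markers of sex, eye and fat tissue differed from all 4 other genotypes (0 calls in 48 tests, 6 with an unadjusted p under 0.05). Their spread over chromosome arms did not differ from random lists (permutation test, p = 0.1338), and 3 pairs lay within 100 kb against a median of 2 (permutation test, p = 0.27).

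Of these genes 11 encode neuropeptides or peptide hormones, all lower in TyrRS-E196K. In a list of 38 such genes with a mean of at least 1 CPM, 21 were called as lower in TyrRS-E196K than in control and 0 as higher (26 with an unadjusted p under 0.05), with a median log2 fold change of -0.49, as low as in a share of 0.0001 of random lists, the smallest that 10000 lists can give. Without the 11 genes, the median of the other 27 was -0.30, again at the smallest share, 0.0001. The fall is not confined to TyrRS-E196K, as against control 31 of the 38 genes had a negative sign in TyrRS-WT as in TyrRS-E196K (4 called as lower and 1 as higher, median of all 38 genes -0.16) and 30 in TyrRS-WT ∆NLS (2 called as lower and 1 as higher, median of all -0.14), while 18 did in TyrRS-E196K ∆NLS (1 called as lower and 0 as higher, median of all 0.01). Against TyrRS-WT, TyrRS-WT ∆NLS and TyrRS-E196K ∆NLS, the medians of these 27 genes were -0.12, -0.24 and -0.35, and the highest share of random lists was 0.001. Fewer neurons in the tissue would lower pan-neuronal genes. Of these 0 of 12 were called as lower, though 7 had a negative sign (median log2 fold change of all 12 genes -0.03, 1 with an unadjusted p under 0.05). Feeding state would change its own list, of which 0 of 5 were called. Only 1 of these had a negative sign, with a median log2 fold change of all 5 genes of 0.342 (2 with an unadjusted p under 0.05). Of genes for peptide processing 0 of 9 were called against control, though 6 had a negative sign (1 with an unadjusted p under 0.05). Against TyrRS-WT, TyrRS-WT ∆NLS and TyrRS-E196K ∆NLS, 7, 8 and 8 of the 9 were lower, with 0, 0 and 1 called as lower. Of clock genes 1 of 7 was called against control, cry. Fewer peptide-producing cells, feeding state and the time of dissection therefore could not be told apart from an effect of TyrRS-E196K. An effect of TyrRS-E196K on neuropeptide transcripts is thus only a hypothesis, found and tested on the same data. The paper's text does not report it.

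The first principal component did not follow genotype, though the second did in part, and a surrogate variable ran from -0.373 to 0.377 within control alone. It had both signs in every genotype. With it in the fit, 337 genes were called in TyrRS-WT and 980 in TyrRS-E196K. Whether it follows the sequencing batches was not tested.

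CG6695, a gene legible in Fig. 3c that the list of named genes missed, was 1.68 higher on the log2 scale in TyrRS-E196K than in control and is among the genes specific to TyrRS-E196K. It is named here after its value was seen.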
